# Molecular and life-history effects of a natural toxin on herbivorous and non-target soil arthropods

**DOI:** 10.1007/s10646-012-0861-z

**Published:** 2012-02-05

**Authors:** A. E. Elaine van Ommen Kloeke, Cornelis A. M. van Gestel, Bjarne Styrishave, Martin Hansen, Jacintha Ellers, Dick Roelofs

**Keywords:** 2-Phenylethyl isothiocyanate, Soil dissipation, Ecotoxicology, Gene expression, *Folsomia candida*, *Protaphorura fimata*

## Abstract

Natural toxins, such as isothiocyanate (ITC), are harmful secondary metabolites produced by plants. Many natural toxins occur in commercial crops, yet their possible negative repercussions on especially non-target soil organisms are largely unknown. This study examined life-history and gene transcriptional responses to 2-phenylethyl ITC on two soil arthropod species: *Folsomia candida* and *Protaphorura fimata*. To that end the standardized ISO guideline for ecotoxicological tests and a microarray for *F. candida* were used. The dissipation of 2-phenylethyl ITC in natural soil was investigated using GC-MS/MS for quantification. Half-lives, tested at four concentration levels in natural soil, were on average 16 h with biodegradation as the plausible main removal process. Regardless, toxic effects on reproduction were shown for *F. candida* and *P. fimata*, with EC50 values of around 11.5 nmol/g soil illustrating the toxic character of this compound. Gene expression profiles revealed the importance of fatty acid metabolism at low exposure concentrations (EC10), which is associated with the lipophilic nature of 2-phenylethyl ITC. At higher concentrations (EC50) gene expression became more ubiquitous with over-expression of especially stress-related genes and sugar metabolism. The regulation of a gene encoding a precursor of follistatin, furthermore, implied the inhibition of reproduction and may be an important molecular target that can be linked to the observed adverse effect of life-history traits.

**Electronic supplementary material:**

The online version of this article (doi:10.1007/s10646-012-0861-z) contains supplementary material, which is available to authorized users.

## Introduction

The soil ecosystem is extremely complex and comprises many different organisms, each with their own function, niche and interactions. Soil ecosystem functioning is challenged by many anthropogenic toxins such as metals (He et al. 2005), pesticides (Edwards and Bohlen 1992) and polycyclic aromatic hydrocarbons (Leon Paumen et al. 2009). These compounds may disrupt the soil ecosystem through mortality or reduced reproduction of soil organisms, as was shown by a large number of studies. Natural toxins, on the other hand, are rarely considered a threat to the environment yet can be lethal at low dosages. Natural toxins are organic compounds that are produced as secondary metabolites in fungi, bacteria, algae, plants or animals. Plant toxins (phytotoxins) are used by many edible plants as part of their natural defence system against pathogens and herbivory (Hoerger et al. 2009; van Egmond 2004).

Natural toxins can also be found in the plant family *Brassicaceae*, including broccoli, cabbage and mustard, which all produce glucosinolates (GSL) as secondary metabolites. Tissue damage, due to, for instance, herbivory, causes the enzyme myrosinase to hydrolyse GSL into several possible products of which the most common and most toxic is isothiocyanate (ITC) (Brown and Morra 1997; Halkier and Gershenzon 2006). ITCs have well-known negative effects on several invertebrate species such as fruit flies, wireworms, symphilids and nematodes (Brown and Morra 1997). For instance, 11 μM 2-phenylethyl ITC caused 50% mortality of populations of the root-knot nematode *Meloidogyne incognita* (Lazzeri et al. 2004). Toxic effects are mainly due to irreversible and nonspecific reactions of ITCs with proteins and amino acids, which result in inactivation of enzymes (Brown and Morra 1997).

Most ecological studies involving ITC have focussed on GSL-containing plants and their effects on specific plant pests such as insect herbivores (Hopkins et al. 2009). In contrast, little is known about effects on non-target species; beneficial or neutral species which are unintentionally affected by the toxicant via indirect contact (non-herbivory). Non-target soil organisms can be exposed to ITCs through the decomposition of crop litter, biofumigation or root exudates of GSL-containing plants (Wardle et al. 2004). ITCs do not seem to be target-specific (Brown and Morra 1997) and may, therefore, also affect non-target species. For instance, Jensen et al. (2010) showed a 50% reduction in reproduction of the non-target soil arthropod, *Folsomia fimetaria* when exposed to 65 nmol benzyl ITC per gram soil. Such effects on non-target, but beneficial soil organisms, can have severe negative repercussions on soil functioning.

The present study examined the effect of 2-phenylethyl ITC (the hydrolysis product of 2-phenylethyl GSL) on the survival and reproduction of the non-target fungivorous springtail *Folsomia candida* and the herbivorous springtail *Protaphorura fimata*. Springtails (Collembola) are one of the most abundant soil organisms, providing a significant contribution to nutrient mineralisation and decomposition (Berg et al. 2001; Filser 2002). Moreover, *F. candida* is an important model species for soil quality assessments (Fountain and Hopkin 2005). By complementing measurements on key life-history traits (survival and reproduction) with gene expression profiling (microarray techniques), we also aimed to assess the underlying modes of action of 2-phenylethyl ITC (van Straalen and Roelofs 2008). A microarray for *F. candida* was, therefore, applied to provide insight in the molecular response pathways invoked and the biological processes affected by 2-phenylethyl ITC. Concentrations of 2-phenylethyl ITC in the soil were measured over time, as ITCs are reported to be readily biodegradable (Brown and Morra 1997; Jensen et al. 2010). This is the first report on effects on soil organisms caused by a natural toxin in which measures of survival and reproduction are associated with molecular mechanistic information.

## Materials and methods

### Animals

*Folsomia candida*, a parthenogenetic collembolan (Fountain and Hopkin 2005), was used for both ecotoxicological and microarray experiments. A synchronized culture of either 10–12 days old (ecotoxicological experiments) or 23–25 days old (microarray) animals was prepared from the laboratory stock culture (“Berlin strain”, VU University Amsterdam). This difference in age is chosen due to standardization and aims (reproduction and gene expression effects, respectively) of the existing protocols (ISO 1999; Nota et al. 2009) and the size of the animals at the time of harvesting; microarrays after 2 days and ecotoxicity tests after 28 days. Standardized methods for synchronization and stock maintenance followed the International Standardization Organization (ISO) guideline 11267 (ISO 1999). In short, springtails were kept on moistened plaster of Paris mixed with charcoal, at 20°C, 75% relative humidity and a 12 h light/dark cycle. *Protaphorura fimata*, a herbivorous collembolan (Endlweber et al. 2009), also reproduces parthenogenetically and was cultured in a similar fashion as *F. candida.* This species is, however, difficult to synchronize (Heckmann et al. 2006). Therefore, a method was developed to synchronize animals with a maximum of 1 week difference in age. In short, a large quantity of ‘almost ready to hatch’ eggs (yellow/brown coloured, oval shaped) were carefully transferred from the stock culture to a fresh Petri dish (with a bottom of moist plaster of Paris mixed with charcoal), using a dissecting needle. In order to keep the eggs clean (avoid microbial growth), ~10 adult females were included in this ‘breeding dish’. After 1 week all juveniles were transferred to a fresh Petri dish using a glass Pasteur pipette. Each culture weekly received a fresh quantity of baker’s yeast. To ensure that animals were reproductively active, they were only used for experiments if large quantities of eggs were present in the breeding dish. *P. fimata* used in the toxicity tests were 5–6 weeks old.

### Experimental soil, compound and spiking

For all experiments natural LUFA 2.2 soil (Speyer, Germany) was used, which is a loamy sand soil with a pH of (±SD) 5.5 ± 0.1 and an organic C content of 2.09 ± 0.40%. Before usage the soil was dried at 60°C for 24 h. 2-Phenylethyl ITC [2257-09-2] was obtained from Sigma Aldrich (www.sigmaaldrich.com) as a liquid solution (99% purity). Ten percent of the total amount of soil needed for each treatment was spiked with the desired concentration of 2-phenylethyl ITC, ranging from 3.06 to 20.1 nmol per g dry weight soil, by using stock solutions with acetone as solvent (1:1 ratio, i.e. ml acetone: g dry weight soil, DW) (Brinch et al. 2002). The spiked soils were thoroughly shaken and stored for 24 h in preservation jars to allow the soils to absorb the test chemical. Thereafter, to facilitate complete evaporation of all acetone, jars were left open overnight under a fume hood. Next, the remaining 90% of the total amount of soil needed for each treatment was mixed thoroughly in with the 10% spiked soil. Finally, the soil was moistened to 50% of the water holding capacity of 45.2%, corresponding to 22% water of the soil DW.

### Measuring dissipation in soil

To measure the soil dissipation rate of 2-phenylethyl ITC 5 g samples were taken from the soils spiked with 3.06–4.90–7.84-12.56–20.09 nmol/g soil, representing several concentrations within the test ranges used for the toxicity tests. Time intervals were: dry start (no water added to dry soil), wet start (hydrated soil, time 0), 1, 2, 3, 4, 24, 48, 120, 168 h after initial spiking. The samples were extracted by adding 5 ml ethyl acetate and 100 μl benzyl ITC (500 μmol/l in ethyl acetate) as analytical internal standard (IS) to the samples which were then stored at −18°C in darkness. Prior to analysis, samples were thawed, shaken on a vortex and the ethyl acetate phase was transferred on top of Pasteur pipettes packed with quartz wool inactivated, silica treated) in the bottom and 2.0 g anhydrous Na_2_SO_4_ above to filter and dry the samples. The purified sample eluate was collected in a 10 ml test tube. This procedure was repeated with an additional 5 ml of ethyl acetate added to the initial soil and again transferred to the same Pasteur pipette and eluate into the same test tube. The eluate was then evaporated with nitrogen to nearly dryness (less than 200 μl) and transferred to GC vials. Samples were analysed by gas chromatography tandem mass spectrometry (GC-MS/MS, Varian CP-3800 and Varian 1200 triple-quadruple) with electron ionization (70 eV). The MS was operated in selected reaction ion monitoring mode acquiring data on the ion transitions 163.0 > 105.0 for 2-phenylethyl ITC and 149.0 > 91.0 for benzyl ITC. The GC-column was a 30 m × 0.25 mm, 0.25 μm Factor Four VF-5 MS (Varian). The injection volume was 1 μl in splitless mode achieved by a CTC CombiPAL autosampler and a PTV-injector kept at 200°C at all times. The initial column oven temperature was 40°C and the final temperature was 285°C (15°C/min) with a total analysis time of 18.3 min. Helium was used as carrier gas at 1.0 ml/min. Calibration curves of both benzyl and 2-phenylethyl ITC were used to calculate the amount of 2-phenylethyl ITC present in the soil samples. First order degradation kinetics was used to estimate the degradation half-lives, which was performed in SPSS 15.0.

### Ecotoxicological experiments

Ecotoxicological experiments to determine effects on the survival and reproduction for *F. candida* and *P. fimata* were carried out following the ISO guideline 11267 (ISO 1999). Concentrations of 2-phenylethyl ITC were for the *F. candida* experiment: 3.06-4.90-7.84-12.56-20.09 nmol/g soil and for the *P. fimata* experiment: 3.06-5.51-9.92-17.89-32.16 nmol/g soil. All experiments included a normal control (C) using only LUFA 2.2 soil and an acetone control (AC) with LUFA 2.2 soil spiked with only acetone. Samples were kept in 100 ml jars and consisted of 30 g moist soil, ten animals, a few grains of baker’s yeast and were incubated at 20°C, 70% relative humidity and a 12 h light/dark cycle. Once a week jars were aerated, moisture content was checked and fresh food added. After 28 days 100 ml of water was added to test containers, stirred gently and completely poured out into a glass beaker. For each sample several digital photographs were taken to register all living springtails that came floating to the surface. To establish survival and total number of juveniles, photos were analyzed using the life science microscopy imaging software Cell^D^ (Olympus) (Broerse and van Gestel 2010).

Dose–response curves were calculated to establish lethal concentrations (LC) and effect concentrations (EC, a specific percentage of reduction in juvenile production), using the logistic response model after (Haanstra et al. 1985):

$$ Y(c) = \begin{array}{*{20}c} {Y_{\max } } \\ {\overline{{1 + \begin{array}{*{20}c} x \\ {\overline{(100 - x} )} \\ \end{array} \left( {\begin{array}{*{20}c} c \\ {\overline{{{\text{EC}}_{x} }} } \\ \end{array} } \right)^{b} }} } \\ \end{array} $$

In which *Y* is the percentage of survival (LC_*x*_) or the number of juveniles for (EC_*x*_), with *Y*_*max*_ the estimated maximum number in the untreated control, *x* is the percentage of effect (here either 10 or 50), *c* is the concentration and *b* the slope of the dose–response curve. To investigate if the LC and EC values differed significantly between the two species a generalized likelihood ratio test was performed (Sokal and Rohlf 1995).

### Microarrays experiments

Gene expression analysis was performed for *F. candida* exposed to four treatments including two toxic treatments and the water and acetone control. The two toxic treatments consisted of sub-lethal concentrations of 2-phenylethyl ITC close to EC10 and EC50 values for effects on reproduction (6.21 and 10.7 nmol/g; being the average of the EC10 and EC50 values obtained in the present experiments and in an unpublished pilot experiment). Each treatment had four biological replicates, each consisting of 30 synchronized animals of 23–25 days old. After 2 days exposure, the flotation technique (100 ml demineralised water) was used to harvest animals from the soil. After scooping animals from the water surface with a spoon, they were placed on plaster of Paris to remove excess water. Quickly thereafter animals were placed in a micro-centrifuge tube and snap frozen in liquid nitrogen. RNA preparation, labelling and hybridisation were performed as described by Nota et al. (2009). For hybridisation a loop design was used (Fig. 1). Dyes were swapped at the biological replication level; for each treatment two samples were labelled with the fluorescent dye Cy3 and two with Cy5. A custom made 60-mer, 8 × 15k oligo microarray (Gene Expression Omnibus accession number: GPL7150) based on Agilent technologies was used for this experiment. This microarray contains 5,069 unique probes representing 5,069 different gene clusters from Collembase (www.collembase.org). All probes were spotted randomly in triplicate (Nota et al. 2009).

**Fig. 1:**
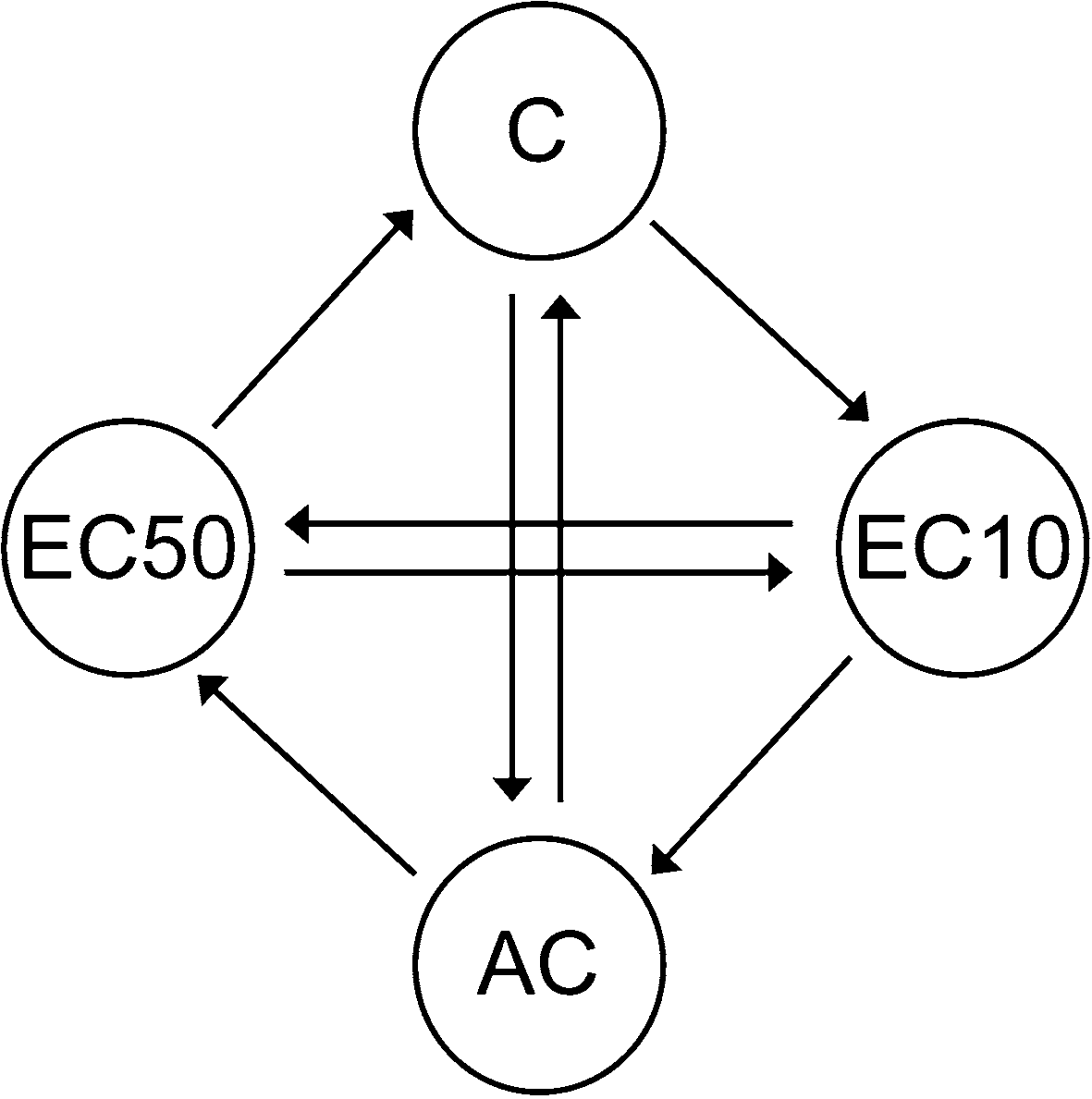
Microarray hybridisation loop design for the four exposure treatments of *Folsomia candida* after 48 h exposure to 2-phenylethyl isothiocyanate in LUFA 2.2 soil. Each treatment had four biological replicates. *C* control, *AC* Aceton Control, *EC10* concentration corresponding to a 10% reduction of reproduction and *EC50* concentration corresponding to a 50% reduction of reproduction. *Arrows* indicate which samples were hybridized together on one two-coloured microarray. *Arrow* direction shows if a sample was labelled with CY3 (green) or CY5 (red): start of arrow = CY3 and end of arrow = CY5

After feature extraction (Agilent FE software version 9.5.1.1) microarray data was further analysed using the package ‘Limma’ (version 2.18.3 Smyth (2004) in the statistical environment R (version 2.9.0). In short, normexp background correction (Ritchie et al. 2007), LOESS normalization (Smyth and Speed 2003) and aquantile normalization (Hahne et al. 2008) were performed for the whole dataset. As each microarray contained three replicates of the same probe, the consensus correlation, which is a robust average, was taken so that only one data point per microarray remained for each gene (Smyth et al. 2005). Each gene was thus represented by four data points (biological replicates/microarrays). Differential expression was then assessed by means of linear models and empirical Bayes methods. Finally the Benjamini–Hochberg’s false discovery rate method (Benjamini and Hochberg 1995) was used for multiple testing corrections (adjusted *p* < 0.05 was considered significant). MA-plots and boxplots were used for quality control of the data for each array. 

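The scanner report of each of the 7 arrays gives the correlation and the slope of the observed against the expected log ratios of the spike-in mixes. The correlation lay between 0.962 on the array of EC10-2 and AC4 and 0.987 on the array of EC10-3 and EC50-2, and the slope lay between 0.797 and 0.910. The report does not state whether this correlation is squared. If it is not, its square was 0.926 for EC10-2 and AC4, 0.929 for AC2 and C3 and between 0.958 and 0.974 for the other arrays.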

The expected and observed log ratios of the Agilent spike-in control probes showed a *R* ^2^ > 0.95 for all arrays. Differential expression analysis was performed for several contrasts between the four treatments resulting in a mean log2 expression ratio (treated/untreated) and a *p*-value for each probe on the array. Using Blast2GO (Conesa et al. 2005), part of the differentially expressed genes were annotated to known genes, assigned to a gene ontology (GO) term or referenced to an InterPro number, setting the hit threshold at e-value <1.0e-6. The raw and processed microarray data are available from the NCBI Gene Expression Omnibus (GEO) under accession number GSE29239.

## Results and discussion

### Dissipation of 2-phenylethyl ITC in natural soil

Recovery rates of 2-phenylethyl ITC varied between 52.8 and 78.6% based on the dry start concentrations. Adding water to the soil (dry vs. wet start) caused a significant decrease in the total concentration of 2-phenylethyl ITC in the soil (*p* = 0.03, Student’s *t*-test between measured concentrations of the dry and wet start). A similar effect of water addition was shown by Gimsing et al. (2009) for benzyl ITC, i.e. an increase in water content of the soil increased the degradation rate of benzyl ITC (Gimsing et al. 2009).

2-Phenylethyl ITC could only be detected in the LUFA soil samples for the first week (Fig. 2), indicating that this compound dissipates rapidly in natural soil. Half-lives were dependent on the starting concentrations and were 14.4 (95% confidence interval: 6.50–22.04) h for 3.06 nmol/g: 17.2 (9.53–24.7) h for 4.90 nmol/g, 13.1 (9.67–16.6) h for 7.84 nmol/g, 15.2 (9.44–20.9) h for 12.6 nmol/g, and 17.6 (14.4–20.8) h for 20.1 nmol/g soil. For the 4.90 nmol/g data set the two last data points (120 and 168 h) were excluded in the half-live model, as these values (still shown in Fig. 2), if included, would yield a very high and different half-life (55.9 h). Jensen et al. (2010) and Gimsing et al. (2009) showed similar dissipation patterns in non-sterile or natural soil for benzyl ITC, a compound with a chemical structure similar to 2-phenylethyl ITC. In sterile soils the dissipation of benzyl ITC was much slower, thus, indicating that microbial degradation is the chief driver responsible for the natural dissipation process of ITCs (Gimsing et al. 2009). We note that the stability of 2-phenylethyl ITC may also be influenced by the presence of test organisms and their associated food source, which was not investigated in this study.

**Fig. 2:**
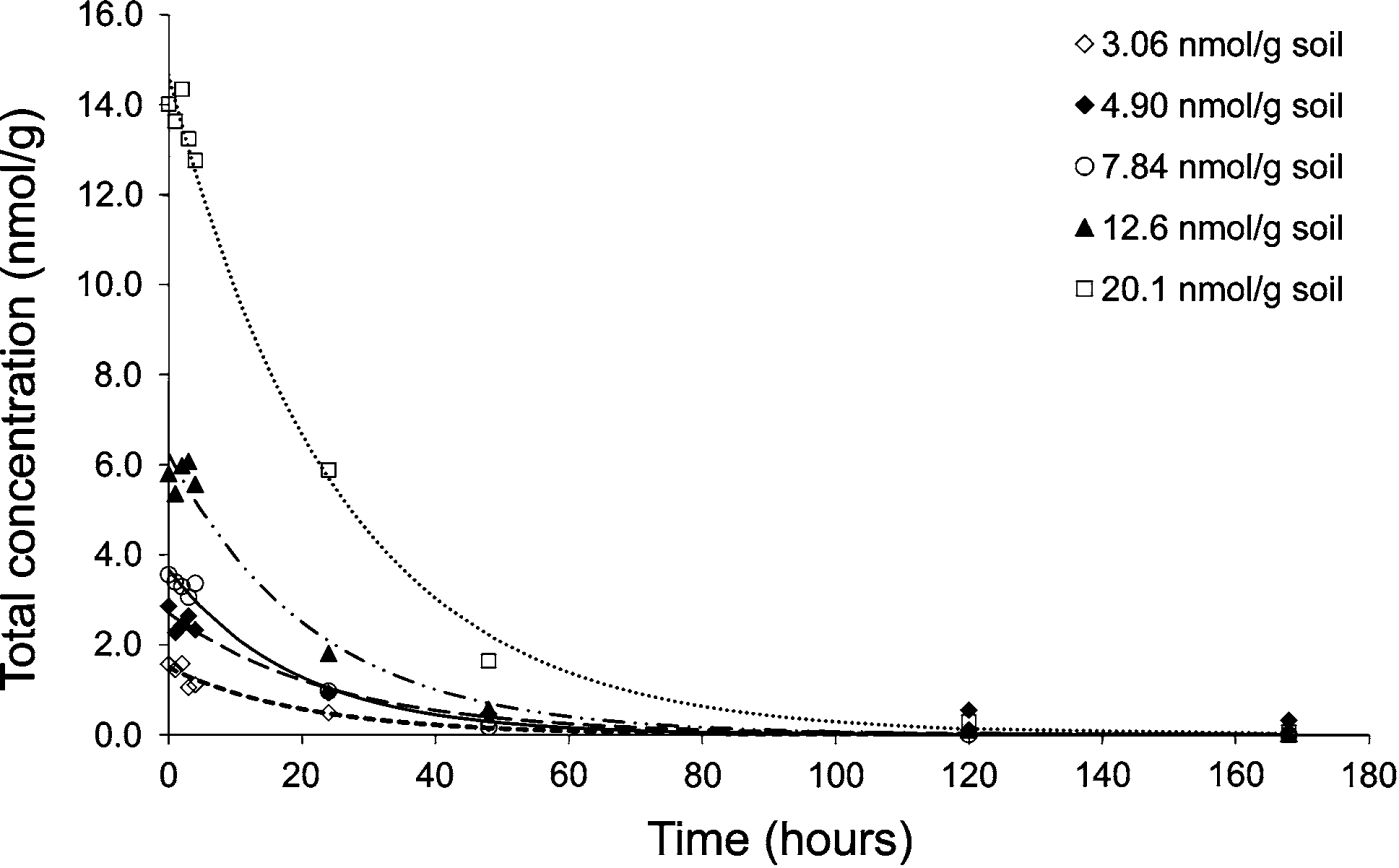
Dissipation of 2-phenylethyl ITC (nmol/g soil) as a function of time (h) in moist LUFA 2.2 soil at 20°C for five different starting concentrations. *Lines* show fits of first-order degradation kinetics

Currently, data on ITC metabolites and their potential toxicity are unknown. Most likely 2-phenylethyl ITC is degraded to benzene, phenol and benzoic acid, which are deemed less toxic than the parent compound. However, as long as the toxicophore (NCS), the ITC part of the molecule, remains intact in any formed metabolite, the molecule is toxic. The potential effects of ITC metabolites, therefore, remain an important issue, which requires attention in future studies.

### Toxic effects on life-history traits

Toxic effects of 2-phenylethyl ITC on reproduction of both Collembola species are presented in Fig. 3. On average, adult survival of *F. candida* was (±SE) 84 ± 5.1% for the control (C) and 90 ± 0.0% for acetone control (AC) group. Adult survival of *P. fimata* was on average 88 ± 2.0% for C and 90 ± 3.2% for AC. On average *F. candida* produced 275 ± 33.5 juveniles in C and 307 ± 22.9 juveniles in AC. For *P. fimata* the average number of juveniles was 162 ± 22.5 in C and 190 ± 22.6 juveniles in AC. There was no significant difference in survival or reproduction between the two controls for both *F. candida* (survival: *p* = 0.273 and reproduction: *p* = 0.448, student’s *t*-test) and *P. fimata* (survival: *p* = 0.608 and reproduction: *p* = 0.412, student’s *t*-test). Although *P. fimata* is not a common test species for ecotoxicological tests, the species met the validity criteria described by the *F. candida* ISO guideline (1999) with regard to adult survival (mortality in controls <20%) and reproduction (per control vessel >100 juveniles).

**Fig. 3:**
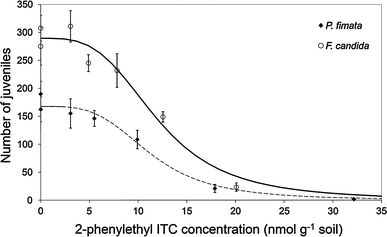
Effects of 2-phenylethyl isothiocyanate (nominal concentrations) on the reproduction of *Folsomia candida* and *Protaphorura fimata* after 28 days exposure in LUFA 2.2 soil. *Lines* show the fit of the logistic dose response model to the data. Error bars are standard errors (*n* = 5)

2-Phenylethyl ITC proved to be toxic for both collembolan species. At exposure concentrations around 30 nmol/g soil reproduction was completely impaired (Fig. 3). Estimated LC10, LC50, EC10 and EC50 values for both species (based on initial concentrations) are shown in Table 1. It should be noted that the LC and EC-values do not reflect the rapid loss of the compound from the soil. LC and EC values did not significantly differ between *F. candida* and *P. fimata* (Table 1), suggesting that 2-phenylethyl ITC exerts comparable effects on life-history traits of a non-target species as well as an herbivorous pest species. This supports the common assumption that ITCs are not target-specific (Brown and Morra 1997).

**Table 1:** LC- and EC-values for the effects of 2-phenylethyl isothiocyanate on survival and reproduction, respectively of *Folsomia candida* and *Protaphorura fimata* after 28 days exposure in LUFA 2.2 soil. Values are in nmol ITC per gram soil (nominal concentrations)

	*F. candida*	CI	*P. fimata*	CI	χ²
LC10	10.4	(8.67–12.1)	9.32	(6.81–11.8)	0.44
LC50	15.4	(14.1–16.7)	15.2	(13.5–17.0)	0.03
EC10	6.29	(3.73–8.84)	6.08	(2.92–9.24)	0.01
EC50	12.0	(9.94–14.0)	11.2	(8.63–13.8)	0.18

*CI* = 95% confidence interval. Life history trait differences between *F. candida* and *P. fimata* are deemed significant (*p* < 0.05) if χ² > 3.84

Furthermore, 2-phenylethyl ITC is approximately five times more toxic than benzyl ITC of which the EC50 is 65 nmol/g for *F. fimetaria* (Jensen et al. 2010). Apparently, a slight difference in chemical structure (one CH_2_ less) changes the toxicity of ITCs. Many studies show that 2-phenylethyl ITC is among the most toxic ITCs causing adverse effects on a wide range of soil organisms (van Dam et al. 2009). In comparison to anthropogenic toxicants this natural toxin is much more harmful. Fountain and Hopkin (2005) compiled a list of several metals and organic chemicals which were tested with *F. candida* using the ISO guideline (1999). Half of the listed organic chemicals have higher EC50 values than 2-phenylethyl ITC (1.96 mg/kg = 12.0 nmol/g) indicating lower toxicity (Fountain and Hopkin 2005).

The chemical structure of the compound gives insight as to why soil organisms can still come into contact with the toxin; the hydrophobic phenyl group binds firmly to the organic matter of the soil, while the ethyl tail (isothiocyanate), positioned outside soil particles, remains accessible to soil dwelling organisms (Potter et al. 1998). Furthermore, if bioavailable, lipophilic compounds easily bind to lipids, such as the hydrophobic tail region in phospholipid bilayer of cell membranes, which increases the permeability of membranes and contributes in turn to higher contact toxicity (van Dam et al. 2009).

Apparently, even though 2-phenylethyl ITC dissipates rapidly in natural soil and is only present in the soil for a few days, it is able to exert toxic effects on soil arthropods after 28 days. Adult death could be an explanation for reduction in reproduction. In that case the LCx and corresponding ECx should be overlapping. However, confidence intervals only slightly overlapped (Table 1). Reproduction thus also seems impaired in surviving adults on a physiological level, for which gene expression analysis can give more insight.

### Gene expression

Differential expression in *F. candida* was analysed among 5,069 unique genes between control (C), acetone control (AC), versus EC10 and EC50. 

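Messenger RNA levels were compared on 7 dual-colour arrays, each of which paired a Cy3-labelled pool with a Cy5-labelled pool of 30 animals exposed for 48 h. There were 3 pools of C, 3 of AC, 4 of EC10 (6.21 nmol/g) and 4 of EC50 (10.7 nmol/g), and each pool was hybridised once. The arrays are named by their pools, Cy3 first: C2_EC10-1, AC2_C3, AC3_EC50-1, EC10-2_AC4, EC10-3_EC50-2, EC50-3_C4 and EC50-4_EC10-4. The hybridisation of C1 with AC1 was not used here. AC3_EC50-1 was the only array on the second slide and the only array with an EC50 and an AC pool, and EC10-2_AC4 was the only array with an EC10 and an AC pool. Each array held 5069 probes with 3 spots each, and each probe stands for a gene cluster, named by its Fcc number. The authors scanned the arrays and deposited the intensity and the background of every spot in each channel. The median background-subtracted signal per array ranged from 200 to 950 in Cy3 and from 678 to 2526 in Cy5. Between 78.7% and 92.4% of the spots were well above background in Cy3, and between 76.1% and 96.9% in Cy5, with the highest share in each channel on EC10-2_AC4. Intensities were background-corrected by the normexp method with an offset of 50, loess-normalised within arrays and Aquantile-normalised between arrays, and 3.75% of the spots were left out as outliers marked by the scanner software. The log2 ratios were then fitted by limma as a loop design with the 4 treatments as coefficients, so that C, EC10 and EC50 were each also compared with AC through other arrays. The 3 spots of a probe were kept apart with a consensus correlation of 0.935, and p-values were adjusted by the Benjamini-Hochberg method over the 5069 probes. This gave a median of 17 residual degrees of freedom per probe, whereas the mean of the 3 spots as a single value per array left 4. Pool means, and counts of pools above or below a mean, use the intensities of single channels across arrays and dyes. They leave out the pairing of pools on an array, on which the fold changes were fitted. The number of arrays limits the precision of each fold change.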

At both life-history levels, survival and reproduction, the two control groups C and AC did not significantly differ, even though animals in AC seemed to perform better. At the gene expression level, however, a total of 130 genes were significantly differentially expressed between C and AC (for a complete list we refer to Appendix A of the Supporting Information, Table A1). 

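In AC versus C, limma called 80 genes at an adjusted p under 0.05, of which 59 were higher and 21 lower in AC, and 715 genes had an unadjusted p under 0.05. Among the settings that kept all arrays, the mean of the 3 spots moved this count most, with 0 genes called by limma and 476 at an unadjusted p under 0.05. Among the 130 genes that the paper lists for this comparison, 30 were called. With each array left out in turn, the count ranged from 39 without EC50-3_C4 to 215 without EC50-4_EC10-4. Without AC2_C3, the only array that paired AC with C, it was 116, with 49 higher and 67 lower in AC, so that most calls were then lower. The 80 genes called with all arrays kept their sign, and 25 of them were still called. The largest rises among genes changed in the called direction were those of Fcc01582, with a log2 fold change of 1.56 (standard error 0.34, adjusted p = 0.0177), and of Fcc04307, with 1.28 (standard error 0.30, adjusted p = 0.0331). All 3 AC pools lay above the mean of the C pools for each of these genes. Fcc03490 fell by 1.45 on the log2 scale (standard error 0.35, adjusted p = 0.0339) and lay below the C mean in 3 of 3 AC pools. Fcc01924 fell by 1.28 (standard error 0.24, adjusted p = 0.00623) and lay below it in 2 of 3 AC pools. Each of these calls was lost without EC50-3_C4, with an adjusted p of 0.153 for Fcc01582, 0.111 for Fcc04307, 0.135 for Fcc03490 and 0.0617 for Fcc01924, and over all settings the highest adjusted p was 0.637, 0.504, 0.540 and 0.462. Their lowest was 7.31e-06, 0.00251, 0.00102 and 0.00323. With AC2_C3 left out, the adjusted p was 0.249 for Fcc01582 and 0.0524 for both Fcc04307 and Fcc01924. Fcc04307 was also lost without C2_EC10-1 (adjusted p = 0.104), AC3_EC50-1 (0.107) and EC10-3_EC50-2 (0.0552). Fcc03490 was also lost without C2_EC10-1 (0.129), AC3_EC50-1 (0.0525), EC10-2_AC4 (-0.81, adjusted p = 0.104) and EC10-3_EC50-2 (0.0678), and its value was -2.50 (adjusted p = 0.00244) without AC2_C3.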

As 2-phenylethyl ITC was spiked into the soil with acetone as solvent, AC was considered the most appropriate control and thus used for further statistical analysis to identify significant transcriptional responses to EC10 and EC50 treatments.

The complete list of significantly expressed genes for the comparisons EC10 versus AC and EC50 versus AC can be found in the Supporting Information (Appendix A, Table A2). 

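In EC10 versus AC, limma called 5 genes, 4 higher and 1 lower at EC10, and 384 genes had an unadjusted p under 0.05. They are Fcc00167, Fcc00529, Fcc00881, Fcc01912 and Fcc01013, all among the genes that the paper lists for this comparison, and Fcc01912 is named here after its values were seen. Fcc00167 rose by 1.14 on the log2 scale (standard error 0.22, adjusted p = 0.0259) and lay above the AC mean in 4 of 4 EC10 pools. Fcc01013 fell by 3.08 (standard error 0.57, adjusted p = 0.0254) and lay below the AC mean in 4 of 4 pools. With arrays scaled to a common spread in place of Aquantile normalisation, 98 genes were called, 83 higher and 15 lower. Taking the mean of the 3 spots, limma called 0 genes, with 200 at an unadjusted p under 0.05. The count was 0 without AC3_EC50-1, an array with no EC10 pool, where 312 genes had an unadjusted p under 0.05 and the adjusted p was 0.337 for Fcc00167 and 0.275 for Fcc01013. It was 85 without EC10-2_AC4, 28 higher and 57 lower, so that most calls were then lower. The 5 genes called with all arrays kept their sign, and 2 of them were still called. Fcc00167 was also lost without EC10-3_EC50-2 (adjusted p = 0.113). Across all settings, the adjusted p ran from 0.000552 to 1.00 for Fcc00167 and from 0.00118 to 1.00 for Fcc01013. With the mean of the 3 spots, no gene had an adjusted p under 0.999 in this contrast, so that the upper end is not particular to a gene.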

In the EC10 versus AC comparison, 75 genes were differentially expressed, of which 65 were up-regulated and 10 down-regulated (Table 2). 

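In EC50 versus AC, limma called 30 genes, 17 higher and 13 lower at EC50, and 480 genes had an unadjusted p under 0.05. Of the genes that the paper lists for this comparison, 28 were called. The mean of the 3 spots gave 0 genes by limma, with 256 at an unadjusted p under 0.05. Leaving out 1 array gave between 20 genes (without AC3_EC50-1) and 97 genes (without EC50-4_EC10-4), with 81 without AC2_C3 and 50 without EC50-3_C4. Without EC10-2_AC4 there were 84 genes, 24 higher and 60 lower, so that most calls were then lower. The 30 genes called with all arrays kept their sign, and 22 of them were still called. Fcc00167 rose by 1.23 on the log2 scale (standard error 0.22, adjusted p = 0.00896), and Fcc05065 rose by 1.21 (standard error 0.22, adjusted p = 0.00896). Both lay above the AC mean in 4 of 4 EC50 pools. Fcc01769 fell by 3.47 (standard error 0.65, adjusted p = 0.00938) and lay below the AC mean in 2 of 4 pools. Fcc02934 fell by 2.58 (standard error 0.60, adjusted p = 0.0456) and lay below it in 3 of 4 pools. Without AC3_EC50-1, the call was lost for Fcc00167 (0.63, adjusted p = 0.160), Fcc01769 (-1.08, adjusted p = 0.355) and Fcc02934 (-1.85, adjusted p = 0.315). Fcc02934 was also lost without C2_EC10-1 (adjusted p = 0.0757), AC2_C3 (0.208), EC10-3_EC50-2 (0.0518) and EC50-3_C4 (0.126), and its value was -4.07 without EC10-2_AC4. The highest adjusted p over all settings was 0.938 for each of these genes, and the lowest was 0.000226 for Fcc00167, 0.00495 for Fcc05065, 7.6e-05 for Fcc01769 and 4.09e-07 for Fcc02934. With the mean of the 3 spots, 0.938 was the smallest adjusted p of any gene in this contrast, so that it is not particular to a gene.

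**Figure D1:**
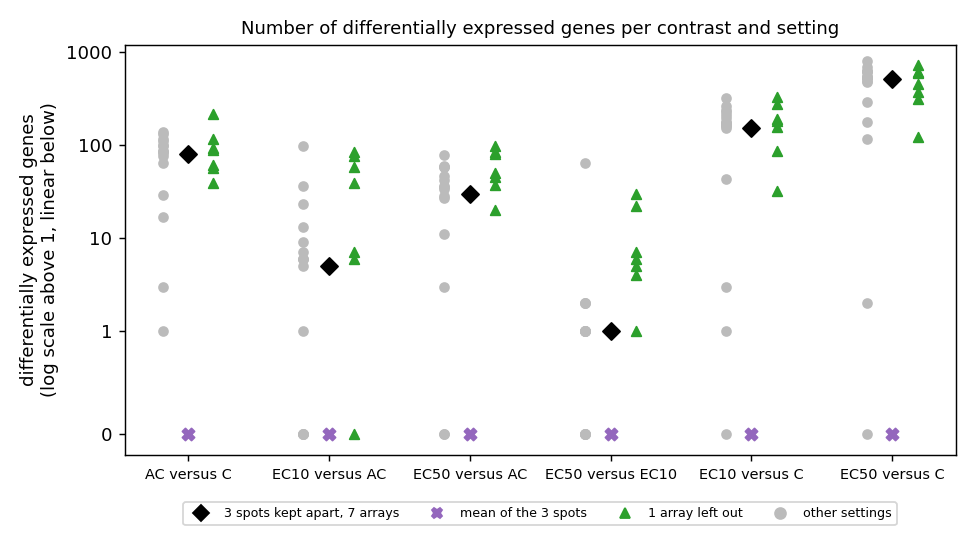
Number of differentially expressed genes (vertical axis, log scale above 1 and linear below) for each of 6 contrasts (horizontal axis), with the 3 spots of a probe kept apart on 7 arrays (black diamonds), with the mean of the 3 spots (purple crosses), with 1 array left out (green triangles) and under other settings (grey circles). The purple crosses lie at 0 in all 6 contrasts, and the black diamonds lie between 1 for EC50 versus EC10 and 515 for EC50 versus C.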

In the EC50 versus AC comparison, 107 genes were differentially expressed, of which 64 were up-regulated and 43 down-regulated. Moreover, 46 genes showed similar differential expression at the EC10 and EC50 level (Fig. 4), so that 29 genes were differentially regulated only at the EC10 and 61 were unique to the EC50. 

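At EC10 and EC50 together, 3 genes were called against AC, and Fcc00167, Fcc00529 and Fcc00881 rose at both concentrations. This count ranged from 0 without AC3_EC50-1 to 51 without EC10-2_AC4. Across the 5069 genes, which are not independent replicates, the fold changes of EC10 versus AC and of EC50 versus AC had a Spearman correlation of 0.581 and the same sign in 71.0% of genes. Both contrasts use the same AC pools. When 25 data sets with no change in any treatment were simulated through the same arrays, the correlation lay between 0.57 and 0.61, with a median of 0.591, and the same sign was found in 70.7% to 73.3% of genes, with a median of 71.8%. EC50 and EC10 were also compared directly, and limma called 1 gene, with 334 at an unadjusted p under 0.05. This gene, Fcc00683, was 0.87 lower on the log2 scale at EC50 than at EC10, a log2 fold change of -0.87 (standard error 0.15, adjusted p = 0.0291), and 4 of 4 EC50 pools lay below every EC10 pool. Its call was lost without EC10-3_EC50-2 (-0.62, adjusted p = 0.573) and without EC50-4_EC10-4 (-0.81, adjusted p = 0.0756), and its adjusted p over all settings ran from 0.000225 to 0.999. Without AC3_EC50-1 the direct comparison gave 30 genes, and without C2_EC10-1 it gave 22. The mean of the 3 spots gave 0 genes by limma and 169 at an unadjusted p under 0.05. Of the 29 genes that the paper lists at EC10 alone, limma called 0 in EC50 versus EC10, with 10 at an unadjusted p under 0.05. Of the 61 listed at EC50 alone, limma called 0, with 31 at an unadjusted p under 0.05. The fold changes against AC had the same sign at both concentrations for 29 of 29 and 60 of 61 of these genes, which the paper chose on contrasts that share the AC pools. In the simulations, the top 75 genes of EC10 versus AC had the same sign at both concentrations in 94.7% (median, 98.7% at most), and the top 107 of EC50 versus AC in 93.5% (98.1% at most), with 100% and 99.1% in the data.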

Approximately 30% of all significant genes were annotated using Blast2GO (Conesa et al. 2005). Thirty of the annotated and not-fully annotated differentially expressed genes were placed in the context of biological processes (Table 3) and are discussed in the following sections.

**Table 2:** Total numbers of significantly differentially expressed genes in *Folsomia candida* exposed for 48 h to 2-phenylethyl ITC at concentrations similar to the 28-day EC10 and EC50 for effects on reproduction compared to the acetone control

	EC10	EC50
Up	65	64
	*4994*	*4962*
Down	10	43

Non-differentially expressed genes are given in italics

**Fig. 4:**
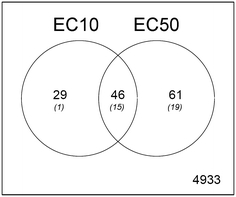
Venn-diagram showing overlap in the total number of significantly differentially expressed genes in *Folsomia candida* after 48 h exposure to 2-phenylethyl isothiocyanate in LUFA 2.2 soil at concentrations corresponding to the EC10 and EC50 for effects on reproduction. Number of annotated genes are represented in *brackets*

**Table 3:** Functional grouping of up- or down-regulated genes in *Folsomia candida* after 48 h exposure to 2-phenylethyl ITC in LUFA 2.2 soil at concentrations corresponding to the EC10 (6.21 nmol/g soil) and/or EC50 (10.7 nmol/g soil) for effects on reproduction compared to the acetone control

Process	Gene name	Blast2GO description	E-value	E-code	InterPro	EC10 logFC	EC50 logFC
Fatty acid metabolism							
GO:0006633	Fcc00050^a^	Acetyl-coenzyme a carboxylase alpha	3.32E-82	EC:6.4.1.2		**0.961**	**1.086**
GO:0006629	Fcc01007^a^	Delta-5 fatty acid desaturase	7.10E-34		IPR005804	**0.989**	
GO:0006633	Fcc02959^a^	Fatty acid synthase	4.94E-23	EC:1.3.1.10	IPR000794	**1.082**	**1.266**
GO:0080090	Fcc00142	Sterol regulatory element-binding protein 1	1.43E-15				**0.458**
GO:0045540	Fcc06054^a^	Sec14-like 2 (cerevisiae)	9.79E-09		IPR001251	**0.693**	**0.594**
	Fcc03602	Sec14-like 1 (cerevisiae)	1.85E-15		IPR001251	**0.681**	
	Fcc04835	Sec14-like protein 4 (cral trio domain-containing protein)	1.44E-17		IPR001251	−*1.184*	
	Fcc03980	Diacylglycerol o-acyltransferase	2.44E-09			−*1.554*	
	Fcc03847	Alkaline ceramidase	2.66E-16			**0.643**	
Oxidative stress							
GO:0005515	Fcc00494^a^	Glutathione s-transferase	7.64E-39		IPR004045	**0.703**	**0.830**
GO:0005515	Fcc05973^a^	Glutathione s-transferase	1.48E-42		IPR004045		**1.123**
GO:0055114	Fcc02155^a^	Cytochrome p450	2.84E-32		IPR001128		**1.002**
GO:0005215	Fcc04663^a^	Alpha-tocopherol transfer	4.36E-42		IPR001071		−*0.746*
GO:0006979	Fcc00022^a^	Rec8	1.54E-20		IPR002007		−*1.150*
Immune response							
GO:0009058	Fcc00057^a^	Isopenicillin n synthetase	2.16E-29				**0.856**
GO:0006950	Fcc03623^a^	Advillin	2.71E-47		IPR003128	**0.604**	**0.596**
Sugar metabolism							
GO:0003824	Fcc05611^a^	Trehalase	2.51E-46		IPR001661		**0.868**
GO:0050660	Fcc04789^a^	Glucose dehydrogenase	1.54E-15		IPR007867		**0.827**
GO:0006565	Fcc02499^a^	Cystathionine beta-synthase	5.25E-61	EC:4.2.1.22			**0.788**
GO:0009744	Fcc00529^a^	Maltase- intestinal-like	8.26E-30	EC:3.2.1.26	IPR000322	**1.188**	**1.309**
GO:0015986	Fcc03280^a^	Vacuolar atpase subunit d	5.11E-71	EC:3.6.3.6	IPR002699		−*0.582*
Growth and development							
GO:0005214	Fcc03188^a^	Adult cuticle	3.21E-17		IPR000618		−*0.801*
GO:0005576	Fcc04617^b^	Follistatin precursor	6.66E-29		IPR001239		−*1.351*
	Fcc00558	Chitin binding peritrophin-	4.14E-07			**0.595**	
GO:0006032	Fcc02522^a^	Endochitinase	1.33E-29		IPR000726	**1.110**	**1.080**
GO:0006032	Fcc00881^a^	Acidic mammalian chitinase-like	1.40E-51	EC:3.2.1.0	IPR001223	**1.124**	**0.889**
GO:0008152	Fcc03673^a^	Juvenile hormone acid methyltransferase	2.34E-23	EC:2.1.1.0	IPR013216	**0.794**	**1.034**
Transcription							
GO:0043967	Fcc03584^a^	Dna methyltransferase 1 associated protein 1	9.69E-71				−*0.518*
GO:0003899	Fcc04065^a^	Dna-directed rna polymerase ii subunit rpb4	1.61E-51	EC:2.7.7.6	IPR005574		−*0.716*

Bold indicate up-regulation of genes while italic indicate down-regulation of genes. Empty cells indicate the gene was not differentially expressed compared to the acetone control

*Process* Biological process category and related GO-code of gene (if available), *GeneName* Collembase accession number, *Blast Description* Best Blast2GO hit, *E*-*value* Blast2GO E-value, *E*-*Code* Enzyme Commission number, *InterPro* first code of hits found in InterPro database, *logFC* the log2 transformed ratio (treated/untreated)

^a^ Sequence was fully annotaded by Blast2GO

^b^ Second best annotated Blast2GO description for this sequence

#### Transcriptional response at EC10 level

At the EC10 level, 2-phenylethyl ITC mainly induced metabolic processes (Table 3), especially lipid metabolism, which was indicated by the up-regulation of, for instance, acetyl-coenzyme A carboxylase alpha (Fcc00050), fatty acid delta-6 desaturase (Fcc01007), fatty acid synthase (Fcc02959) and genes encoding for the lipid transport proteins SEC14-like 1 and 2 (Fcc03602 and Fcc06054) (Saito et al. 2007). On the other hand, genes involved in lipid synthesis (diacylglycerol *o*-acyltransferase: Fcc03980) and the binding of small lipophilic molecules (cral-trio domain: Fcc04835), such as 2-phenylethyl ITC, were down-regulated. 

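At EC10, the log2 fold change against AC was 0.78 for Fcc00050 (standard error 0.20, adjusted p = 0.106), 0.75 for Fcc01007 (0.20, adjusted p = 0.112) and 0.84 for Fcc02959 (0.21, adjusted p = 0.106). It was 0.64 for Fcc06054 (standard error 0.16) and 0.62 for Fcc03602 (standard error 0.16), each with an adjusted p of 0.106. The EC10 pools above the AC mean numbered 3, 4, 4, 3 and 2 of 4 for these genes in this order. None of the 5 passed an adjusted p of 0.05 by limma in EC10 versus AC, and each passed it with arrays scaled to a common spread. The call was gained without AC2_C3 for Fcc00050 (0.98, adjusted p = 0.0173), Fcc02959 (1.09, adjusted p = 0.0115) and Fcc03602 (0.77, adjusted p = 0.0196), without C2_EC10-1 for Fcc01007 (0.92, adjusted p = 0.0325) and without EC50-4_EC10-4 for Fcc06054 (0.72, adjusted p = 0.0373). Leaving out AC3_EC50-1 lowered the EC10 value of Fcc00050 to 0.49 (adjusted p = 0.702), of Fcc02959 to 0.48 (0.702) and of Fcc03602 to 0.32 (0.754). The highest adjusted p over all settings was 1.00 for each. The direction of Fcc03602 changed to -0.042 when the channels were analysed separately with the replicate number as a block. At EC50, Fcc00050 rose by 0.90 (adjusted p = 0.0417) and Fcc02959 by 1.03 (adjusted p = 0.0272), in 4 of 4 pools each, and without AC3_EC50-1 the adjusted p was 0.396 and 0.337. In EC50 versus EC10, the lowest adjusted p among the 5 genes was 0.594. Against C, the EC10 fold change was 1.13 for Fcc01007 (adjusted p = 0.00508), 0.85 for Fcc03602 (adjusted p = 0.00674) and between 0.39 and 0.44 for the other genes. From the up-regulation of these genes, the paper concludes that lipid metabolism in particular was induced at the EC10.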

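Fcc03980 had a log2 fold change of -1.70 (standard error 0.54, adjusted p = 0.204 by limma) and Fcc04835 of -1.26 (standard error 0.40, adjusted p = 0.204) in EC10 versus AC, and each was below the AC mean in 3 of 4 EC10 pools. Neither passed the threshold. Without EC10-2_AC4, the array that paired EC10 with AC, the values were -3.44 (adjusted p = 0.00109) and -2.51 (adjusted p = 0.00118), the values were -0.98 and -0.71 without C2_EC10-1 and -0.94 and -0.72 without AC2_C3, both genes were also called with the dye as a term, and over all settings the adjusted p went up to 1.00. Against C, Fcc03980 changed by -0.43 (standard error 0.54) and Fcc04835 by -0.53 (standard error 0.40). Over the 4 arrays without AC pools, a setting chosen after seeing the data, these changes were -1.44 (adjusted p = 0.0737) and -1.25 (adjusted p = 0.0594).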

The cral-trio domain (sec-14 domain) also encompasses SEC 14-like proteins; this domain was thus represented in both the up-regulated and down-regulated genes. It is, however, likely that SEC14-only proteins act as lipid transporters, while the multi-domain SEC14-containing proteins (indicated by cral-trio) have more complex functions, integrating lipid metabolism with other biochemical processes (Saito et al. 2007). Alkaline ceramidase (Fcc03847) was also up-regulated, which codes for an enzyme that is part of a complex bioactive lipid system that mediates cell proliferation, differentiation, apoptosis, adhesion, and migration. It hydrolyses ceramide to sphingosine, a mediator of cell-growth arrest and apoptosis (Mao and Obeid 2008).

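The EC10 versus AC log2 fold change of Fcc03847 was 0.53 (standard error 0.15, adjusted p = 0.146 by limma), with 4 of 4 EC10 pools above the AC mean. It was 0.66 (adjusted p = 0.0348) without C2_EC10-1, and its adjusted p ranged from 0.0264 to 1.00 over all settings.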

Moreover, Fcc00558 was up-regulated. 

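For Fcc00558, the log2 fold change at EC10 against AC was 0.48 (standard error 0.16, adjusted p = 0.234 by limma), and 4 of 4 EC10 pools lay above the AC mean. Without C2_EC10-1 it was 0.67 (adjusted p = 0.0223, the lowest over all settings, the highest being 1.00), and without EC10-2_AC4 it was 0.21 (adjusted p = 1.00).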

Although not fully annotated by Blast2GO, this sequence had high similarity with a gene encoding for chitin binding peritrophin, which functions in the formation of the extracellular envelope from chitin (peritrophic matrix). This envelope protects the mid-gut of arthropods from physical damage by food particles and from attacks of plant toxins such as 2-phenylethyl ITC (Merzendorfer and Zimoch 2003). 

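Both genes with similarity to chitinases had positive fold changes at EC10 against AC. Fcc00881 rose by 0.97 on the log2 scale (standard error 0.15, adjusted p = 0.0118 by limma), in 3 of 4 EC10 pools relative to the AC mean. Fcc02522 rose by 0.97 (standard error 0.25, adjusted p = 0.106), in 4 of 4 pools. The call of Fcc00881 was lost without AC3_EC50-1 (0.82, adjusted p = 0.191) and without EC10-2_AC4 (0.83, adjusted p = 0.0529). Fcc02522 passed the threshold without C2_EC10-1 (1.16, adjusted p = 0.0386) and without AC2_C3 (1.29, adjusted p = 0.00883), as it did with scaled arrays, and its value without AC3_EC50-1 was 0.54 (adjusted p = 0.702). Over all settings, the adjusted p ran from 9.96e-05 to 1.00 for Fcc00881 and from 0.00883 to 1.00 for Fcc02522. Fcc00881 was 0.47 lower in AC than in C, with a log2 fold change of -0.47 (adjusted p = 0.148), and its EC10 versus C fold change was 0.50 (adjusted p = 0.0753). For Fcc02522, AC versus C gave -0.56 and EC10 versus C gave 0.41.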

Activity of such a process was supported by the up-regulation of genes involved with chitinase (endochitinase: Fcc02522 and acidic mammalian chitinase-like: Fcc00881), an enzyme involved in the moulting process. 

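Among the 29 genes of Table 3, limma called 2 in EC10 versus AC over all genes tested and 20 adjusted over the list alone. The study chose this list on the same samples, so the second count is not independent evidence. None of the 9 genes of fatty acid metabolism was among the 2, which were Fcc00529 and Fcc00881. For 18 of the 29 genes, the EC10 fold change was smaller against C than against AC.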

Taken together, gene expression at the EC10 level revolved around fatty acid metabolism and moulting processes, which can be associated with the lipophilic nature of 2-phenylethyl ITC.

#### Transcriptional response at EC50 level

The effects of 2-phenylethyl ITC on gene expression at the EC50 level were more diverse than the EC10 response (Table 3). 

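In EC50 versus AC, limma called 7 of the genes of Table 3 over all genes tested and 25 adjusted over the list alone, with the same limit on independence. They were Fcc00050, Fcc02959, Fcc03623, Fcc00529, Fcc04617, Fcc00881 and Fcc03673. The count of Table 3 genes called against AC at either concentration was 7, and it ranged from 1 without AC3_EC50-1 to 16 without EC50-4_EC10-4, with 17 when arrays were scaled to a common spread. In the direct comparison of EC50 with EC10, limma called 0 of the 29, and the smallest adjusted p among them was 0.316.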

Up-regulation of a single cytochrome P450 gene (CYP450: Fcc02155) and two glutathione s-transferases (GST: Fcc00494 and Fcc05973) indicated detoxification by phase I and II biotransformation of 2-phenylethyl ITC to be processed for elimination through the aqueous phase. It is well known that genes coding for CYP450 and GST contribute to the biotransformation of xenobiotics and are oxidative stress responsive as described by their associated GO term (Hayes and Pulford 1995). 

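At EC50 against AC, the cytochrome P450 gene Fcc02155 had a log2 fold change of 0.75 (standard error 0.22, adjusted p = 0.121 by limma), in 4 of 4 pools. The glutathione s-transferases had values of 0.70 (standard error 0.17, adjusted p = 0.0537, 4 of 4 pools) for Fcc00494 and 0.98 (standard error 0.24, adjusted p = 0.0572, 3 of 4 pools) for Fcc05973. All 3 genes passed the threshold without AC2_C3, where the adjusted p was 0.0185, 0.00475 and 0.0144. Fcc00494 also passed it without EC10-3_EC50-2 (adjusted p = 0.0292), EC50-3_C4 (0.0438) and EC50-4_EC10-4 (0.0445), and Fcc05973 without C2_EC10-1 (0.0342) and EC50-4_EC10-4 (0.00705), and both with dim probes left out or arrays scaled. The highest adjusted p over all settings was 0.938 for each. Without AC3_EC50-1, the only array that paired EC50 with AC, the values fell to 0.35 (adjusted p = 0.635), 0.25 (0.592) and 0.47 (0.490), in the order of Fcc02155, Fcc00494 and Fcc05973. Against C, the EC50 values were 1.24 (adjusted p = 0.00135), 0.49 (0.0648) and 0.67 (0.0806) in the same order.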

Interestingly, this process is also activated in humans exposed to 2-phenylethyl ITC and is supposed to be associated with chemoprevention (Cheung and Kong 2010), suggesting that 2-phenylethyl ITC is a xenobiotic compound. 

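Fcc04663, similar to an alpha-tocopherol transfer protein, fell by 0.63 on the log2 scale in EC50 versus AC (standard error 0.18, adjusted p = 0.112 by limma). Fcc00022, similar to rec8, fell by 1.17 (standard error 0.32, adjusted p = 0.0821). Each was below the AC mean in 3 of 4 EC50 pools. Without EC10-2_AC4 the values were -0.83 (adjusted p = 0.0294) and -1.87 (adjusted p = 7.38e-05), and without EC50-4_EC10-4 they were -0.74 (adjusted p = 0.0311) and -1.42 (adjusted p = 0.0119). Fcc00022 was -0.48 (adjusted p = 0.672) without AC3_EC50-1, and Fcc04663 was -0.39 (adjusted p = 0.498) without AC2_C3. The highest adjusted p over all settings was 0.938 for Fcc04663 and 0.943 for Fcc00022. In EC50 versus C, the values were -0.66 (adjusted p = 0.0234) and -1.09 (adjusted p = 0.0316).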

Genes associated with vitamin E transport (alpha-tocopherol transfer: Fcc004663), known for its anti-oxidant properties (Dutta-Roy 1999), and oxidation reduction (rec8: Fcc00022) were, however, down-regulated. In addition, isopenicillin N synthase (Fcc00057) and advillin (Fcc03623) were up-regulated. These genes are involved in microbial defence and immune response, suggesting a more general stress response.

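Fcc00057 had an EC50 versus AC log2 fold change of 0.59 with a standard error of 0.33 (adjusted p = 0.664 by limma), in 3 of 4 pools, and ranged from 0.22 without EC50-4_EC10-4 to 0.93 without AC3_EC50-1 and 0.96 (adjusted p = 0.0789) without EC10-3_EC50-2. That of Fcc03623 was 0.59 with a standard error of 0.13 (adjusted p = 0.0417), in 4 of 4 pools. The call of Fcc03623 was lost without AC3_EC50-1 (adjusted p = 0.169), EC10-2_AC4 (0.144) and EC50-3_C4 (0.0703), and its adjusted p ran from 0.00825 to 0.938 over all settings. At EC10 Fcc03623 rose by 0.60 (adjusted p = 0.0718), in 4 of 4 pools, and was called without C2_EC10-1 (0.0207), AC2_C3 (0.0110) or EC50-4_EC10-4 (0.0283), with 1.00 as the highest over all settings.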

Furthermore, 2-phenylethyl ITC affects transcription of genes involved in sugar metabolism in *F. candida*. This is illustrated by the up-regulation of, for instance, trehalase (Fcc05611), glucose dehydrogenase (Fcc04789), cystathionine beta-synthase (Fcc02499) and maltase-intestinal-like (Fcc00529). These transcriptional responses probably serve to increase energy production, which was supported by the down-regulation of vacuolar ATPase subunit d (Fcc03280), an enzyme that converts ATP into ADP. 

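Of these genes, Fcc00529 was called in EC50 versus AC, with a log2 fold change of 1.06 (standard error 0.16, adjusted p = 0.00343 by limma) and 3 of 4 EC50 pools above the AC mean. At EC10 its value was 0.94 (standard error 0.16, adjusted p = 0.0118), in 3 of 4 pools. Without AC3_EC50-1 the call was lost at both concentrations, with an adjusted p of 0.0751 at EC50 and 0.191 at EC10, and without EC10-2_AC4 it was lost at EC10 (0.116). The highest adjusted p of Fcc00529 over all settings was 0.938 at EC50 and 1.00 at EC10, and the lowest was 2.79e-05 and 9.96e-05. At EC50, the log2 fold change was 0.71 for Fcc05611 (adjusted p = 0.113, 4 of 4 pools), 0.76 for Fcc04789 (adjusted p = 0.0797, 2 of 4 pools) and 0.69 for Fcc02499 (adjusted p = 0.0862, 2 of 4 pools), with standard errors between 0.19 and 0.21. Fcc02499 was called without AC2_C3 (0.87, adjusted p = 0.0260, the lowest over all settings, with 0.938 the highest), and its value was 0.31 (adjusted p = 0.520) without AC3_EC50-1. That of Fcc05611 was 0.45 (adjusted p = 0.441) without EC10-2_AC4. Fcc04789 and Fcc02499 were also called with the signals processed by the scanner software and with scaled arrays. Fcc04789 was lower in AC than in C (-0.73, adjusted p = 0.0818), and its EC50 value against C was 0.03. For Fcc00529, Fcc05611 and Fcc02499, EC50 versus C gave 0.96 (adjusted p = 0.000842), 1.02 (0.00359) and 0.64 (0.0352).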

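Fcc03280 fell by 0.59 on the log2 scale in EC50 versus AC (standard error 0.16, adjusted p = 0.0980 by limma), in 3 of 4 pools. Without AC3_EC50-1 the value was -1.04 (adjusted p = 0.00593), and over all settings the adjusted p ran from 0.00320 to 0.938. Relative to C, AC was higher by 0.61 (adjusted p = 0.0700) and EC50 by 0.02.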

Up-regulation of trehalase was also found as a response of *F. candida* to desiccation stress (Timmermans et al. 2009). Changes in sugar metabolism indicate that organisms invest in many energy-consuming processes, in order to survive stressful conditions.

In addition, a gene encoding the formation of adult cuticle (Fcc03188), important for development and growth, was exclusively down-regulated at the EC50 level. 

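The EC50 versus AC log2 fold change of Fcc03188 was -0.74 (standard error 0.24, adjusted p = 0.168 by limma), in 4 of 4 pools, and that of EC10 versus AC was -0.35 (standard error 0.24, adjusted p = 0.987). Tested directly, EC50 versus EC10 gave -0.38 (standard error 0.20, adjusted p = 0.80). The EC50 versus AC value passed the threshold without EC10-2_AC4 (-1.09, adjusted p = 0.0141) and without EC50-4_EC10-4 (-0.91, adjusted p = 0.0341). It was -0.16 (adjusted p = 0.950) without AC3_EC50-1, and its highest adjusted p over all settings was 0.952.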

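Fcc04617 fell by 1.60 on the log2 scale in EC50 versus AC (standard error 0.28, adjusted p = 0.00896 by limma). The EC50 pools had a mean log2 intensity of 10.34 ± 1.11 (SD, n = 4) and the AC pools of 11.00 ± 0.90 (SD, n = 3), and 2 of 4 EC50 pools lay below the AC mean. These values leave out the pairing on arrays. The log2 ratio of Cy5 over Cy3 was -2.06 on AC3_EC50-1 and -0.46 on EC10-3_EC50-2, with EC50 in Cy5. It was 2.62 on EC50-3_C4 and 0.21 on EC50-4_EC10-4, with EC50 in Cy3. EC50 thus lay below its partner on each of these arrays, of which only AC3_EC50-1 held AC. Without AC3_EC50-1 the fold change was -1.20 (adjusted p = 0.131), and over all settings the adjusted p ran from 0.00132 to 0.938. In EC10 versus AC it was -0.57 (adjusted p = 0.683), and in EC50 versus EC10 -1.02 (adjusted p = 0.316). Against C, EC50 gave -1.71 (adjusted p = 0.000766).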

For sequence Fcc04617, the second best Blast2GO hit with a similarity of 79%, coded for a precursor of follistatin. Genes involved with follistatin have been shown to modulate activity of members of the TGF-β super family (bone morphogenic proteins 2 and 4) in vertebrates, which in turn are important for e.g. axis formation, development of the nerve system and embryonic development. In *Drosophila*, follistatin is expressed throughout development where it is, for instance, important for morphogenesis in pupae (Bickel et al. 2008; Pentek et al. 2009). Perturbation of this gene may, therefore, result in failure of early embryonic development and as such overall reduction in reproduction. However, care should be taken to directly extrapolate gene expression to life history effects due to the differences in exposure conditions between ecotoxicological and microarray experiments.

Finally, other gene expression patterns involved the down-regulation of DNA methyltransferase (Fcc03584), mediating DNA methylation, and DNA-directed RNA polymerase ii subunit rpb4 (Fcc04065), involved in RNA synthesis. This suggests that specific parts of DNA, e.g. stress response genes, were more accessible while overall mRNA production was decreased.

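In EC50 versus AC, Fcc03584 fell by 0.55 on the log2 scale (standard error 0.13, adjusted p = 0.0558 by limma) and Fcc04065 by 0.48 (standard error 0.14, adjusted p = 0.115). The EC50 pools below the AC mean were 4 of 4 for Fcc03584 and 3 of 4 for Fcc04065. Fcc03584 was called without AC2_C3 (adjusted p = 0.0146), EC50-3_C4 (0.0243) and EC50-4_EC10-4 (0.0445) and with scaled arrays, with a highest value of 0.938 over all settings. Fcc04065 was already 0.50 lower in AC than in C (log2 fold change -0.50, adjusted p = 0.0774), its EC50 versus C value was -0.98 (adjusted p = 0.000341), and its intensity in EC10-4 lay apart from the other EC10 pools.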

#### Overlap in genes between EC10 and EC50

A large overlap was found for gene expression at the EC10 and EC50 treatments (Table 3), which also showed similar direction of regulation (up- or down) for both treatments. 

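The fold changes against AC had the same direction at EC10 and EC50 for 28 of the 29 genes of Table 3, the exception being Fcc00057 (-0.03 at EC10). Of the 46 genes that the paper lists at both concentrations, 46 had the same sign. These genes were chosen by the paper on contrasts that share the AC pools, and in the simulations with no change in any treatment the median share with the same sign was 100% among the genes in the top 75 of EC10 versus AC and the top 107 of EC50 versus AC.

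**Figure D2:**
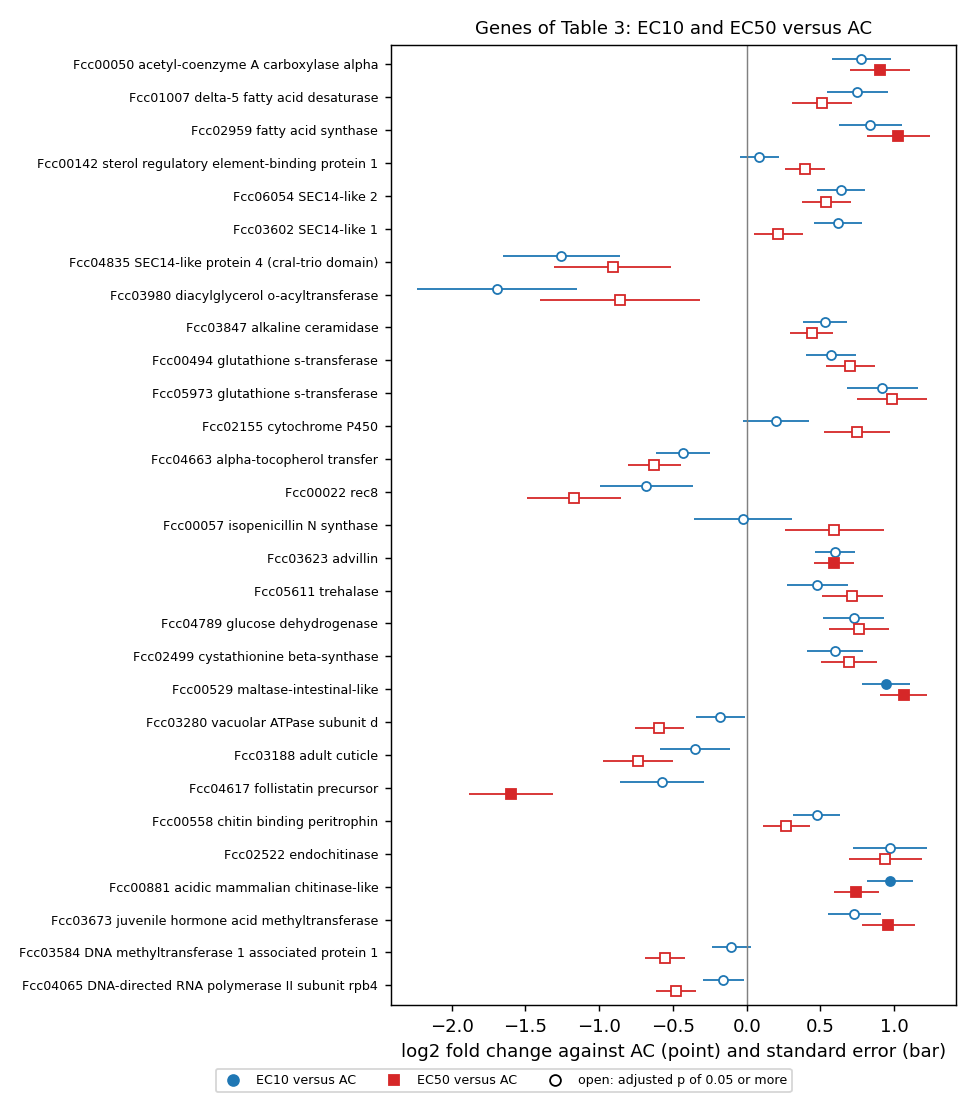
Log2 fold change against AC (horizontal axis, points) with its standard error (bars) for each of the 29 genes of Table 3 (vertical axis), at EC10 (blue circles) and EC50 (red squares), filled where the adjusted p is under 0.05. The filled points are 2 at EC10 and 7 at EC50, and the points of a gene lie on the same side of 0 for 28 genes.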

Three particular genes, up-regulated in both treatments, are worth mentioning. The first two are genes encoding for endochitinase (Fcc02522) and acidic mammalian chitinase (Fcc00881). 

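In EC50 versus AC, Fcc00881 rose by 0.74 on the log2 scale (standard error 0.15, adjusted p = 0.0246 by limma), in 2 of 4 EC50 pools relative to the AC mean, and Fcc02522 rose by 0.94 (standard error 0.25, adjusted p = 0.0776), in 3 of 4 pools. The call of Fcc00881 was lost without AC3_EC50-1 (0.50, adjusted p = 0.222), EC10-2_AC4 (0.65, adjusted p = 0.0816) and EC10-3_EC50-2 (0.73, adjusted p = 0.0520). Fcc02522 was called without AC2_C3 (1.26, adjusted p = 0.00785) and EC50-4_EC10-4 (1.14, adjusted p = 0.00995), and with scaled arrays, and its value was 0.26 (adjusted p = 0.754) without AC3_EC50-1. For each gene the highest adjusted p over all settings was 0.938. Their EC50 versus C values were 0.27 (adjusted p = 0.299) and 0.38 (adjusted p = 0.403).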

Chitinase is an enzyme which is a key constituent of the moulting process of the cuticle and the peritrophic matrix of arthropods (Merzendorfer and Zimoch 2003). Apparently, the moulting process was stimulated as a reaction to the toxin. We speculate that this points towards the lipophilic nature of 2-phenylethyl ITC, resulting in stimulated excretion of epithelium to which the compound is bound. 

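For Fcc03673, similar to juvenile hormone acid methyltransferase, the log2 fold change against AC was 0.73 at EC10 (standard error 0.18, adjusted p = 0.0845 by limma) and 0.96 at EC50 (standard error 0.18, adjusted p = 0.00896). The mean log2 intensity was 9.54 ± 0.10 (SD, n = 3) in AC, 9.91 ± 0.57 (SD, n = 4) at EC10 and 10.18 ± 0.41 (SD, n = 4) at EC50. Above every AC pool lay 3 of 4 EC10 pools and 4 of 4 EC50 pools. Without AC3_EC50-1 the EC50 value was 1.02 (adjusted p = 0.0817). The EC10 value passed the threshold without C2_EC10-1 (adjusted p = 0.0235), AC2_C3 (0.0430) and EC50-4_EC10-4 (0.0230), and with scaled arrays. Over all settings the adjusted p ran from 0.0125 to 1.00 at EC10 and from 0.00204 to 0.938 at EC50. Against C, the values were 0.42 (adjusted p = 0.209) and 0.66 (adjusted p = 0.0219).

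**Figure D3:**
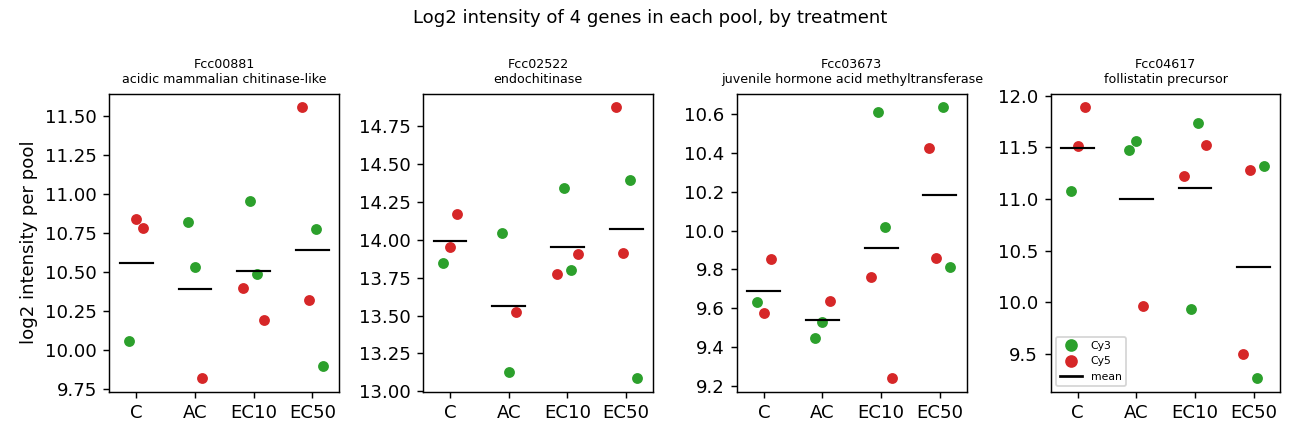
Log2 intensity (vertical axis) of Fcc00881, Fcc02522, Fcc03673 and Fcc04617 in each pool by treatment (horizontal axis), with Cy3 pools in green, Cy5 pools in red and treatment means as black lines. For Fcc03673 all 4 EC50 pools lie above the 3 AC pools, and for the other 3 genes the EC50 pools overlap the AC pools. The pairing of pools on arrays is not shown.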

Second, a gene coding for juvenile hormone acid methyltransferase (Fcc03673) was up-regulated in both treatments. Juvenile hormone acid methyltransferase is an enzyme involved in the final step of juvenile hormone synthesis. This group of acyclic sesquiterpenoids regulate many physiological processes such as development, growth, reproduction and diapause (Shinoda and Itoyama 2003). Up-regulation of this gene indicates that these crucial life-cycle processes of *F. candida* are affected by 2-phenylethyl ITC.

## Conclusion

2-Phenylethyl ITC had a noticeable effect on survival and reproduction of both springtail species and the gene expression of *F. candida*. These gene profiles represent hypotheses for explaining the underlying modes of action and acute effects of the toxin on survival and reproduction. For instance, due to the lipophilic nature of the ITC, we observed genes involved in fatty acid metabolism to be severely affected and overall gene activity to be altered. This in turn activated genes encoding biotransformation enzymes, to counteract toxic activity and facilitate excretion of cyclic compounds such as ITC. The regulation of a gene encoding follistatin, furthermore, implied the inhibition of reproduction and may be an important molecular target that can be linked to the observed adverse effect of life history traits. This study clearly shows the detrimental effect of this natural toxin on beneficial non-target and herbivorous springtails. Loss of especially beneficial, functionally important soil invertebrates can result in serious negative repercussions on soil ecosystem functioning (Berg et al. 2001). Natural toxins are present in many agricultural systems and probably at increased levels in the near future. Current interests in ITCs focus on the toxic characteristics that have, for instance, been exploited for alternative pest management methods, so-called biofumigation (Matthiessen and Kirkegaard 2006). Several field and laboratory studies have shown that ITC concentrations can rise up to 100 nmol/g soil after using effective biofumigation strategies (Gimsing and Kirkegaard 2009). Other interests concern the possible chemopreventive nature of ITCs involved with cancer (Traka and Mithen 2009). Such social-economic uses of ITC call for novel commercial health crop varieties with enhanced GSL levels (Traka and Mithen 2009). By definition, as indicated by their secondary metabolite nature, they exert toxicological effects (Hoerger et al. 2009). Potential risks to the environment of these natural toxins, readily available in every-day crops, should therefore be carefully assessed. This study is the first step towards an understanding of these potential risks by studying the effects of a natural toxin at a life-history trait and molecular level.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary material 1 All significantly up- or down regulated genes in *Folsomia candida* between control and acetone control treatments exposed for 48 hours in Lufa 2.2.(XLS 55 kb)

Supplementary material 2 All significantly up- or down regulated genes in Folsomia candida exposed for 48 hours to 2-phenylethyl ITC in Lufa 2.2 at concentrations similar to the 28-day EC10 and EC50 for effects on reproduction compared to the acetone control. (XLS 34 kb)

How the deposited data were processed for this re-analysis (not part of the article)

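Gene expression of *F. candida* was measured after 48 h in soil with 2-phenylethyl ITC at 6.21 nmol/g (EC10) and 10.7 nmol/g (EC50), in untreated soil (C) and in soil with the solvent acetone (AC). The 14 pools of 30 animals, 3 of C, 3 of AC, 4 of EC10 and 4 of EC50, were paired on 7 dual-colour arrays. The hybridisation of C1 with AC1 was not analysed here. The authors scanned the arrays and extracted the spots with Agilent's Feature Extraction software. The deposited scanner values are intensities, with the mean signal and the median local background of each spot in each channel, neither background-corrected nor normalised. The deposited processed signals are intensities after background subtraction, spatial detrending and dye normalisation by the same software, and its deposited log ratios are log10 values of Cy5 over Cy3. The authors also deposited a table of normalised log2 values, Cy5 over Cy3. Compared with the scanner values, this table was matched at a normexp offset of 30 with loess normalisation, with a correlation of at least 0.999 on every array.

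The analysis was run in R 4.3.3 with limma 3.58.1. Control spots and the 3.75% of spots marked as outliers by the scanner software were left out. Background was corrected by normexp with an offset of 50. The paper's text names normexp, loess and Aquantile but no offset. Log2 ratios of Cy5 over Cy3 were loess-normalised within arrays, and Aquantile normalisation between arrays, which leaves log ratios as they are, was applied for the intensities per channel. All 7 arrays were fitted together by limma as a loop design with AC as the reference, and EC10 versus AC, EC50 versus AC, AC versus C, EC50 versus EC10, EC10 versus C and EC50 versus C were taken as contrasts. The paper's methods state that the consensus correlation left a single data point per array for each gene. Here the 3 spots of a probe stayed in the fit with that correlation (0.935), and the setting with 1 value per array, the mean of the 3 spots, called 0 genes by limma in every contrast, with 476, 200 and 256 at an unadjusted p under 0.05 in AC versus C, EC10 versus AC and EC50 versus AC. In the fit, variances were moderated by empirical Bayes, and p-values were adjusted by the Benjamini-Hochberg method over 5069 probes, with 0.05 as the threshold. Probes are named by the Fcc number of the gene cluster they were designed on. None of them matched the reference gene table (0 matches), so that no genome position is given.

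The genes named are every gene of Table 3 and, for AC versus C, EC10 versus AC, EC50 versus AC and EC50 versus EC10, up to 2 genes with the largest rise and 2 with the largest fall among called genes well above background, with at least 2 of 3 spots, on every array that holds either group. The overlap of both lists against AC, and of those lists with AC versus C, was compared with 25 simulated data sets. No treatment changed any gene in them, and each gene had its own variance between arrays and between spots. Genes were simulated independently of each other, so that the simulated ranges can be too narrow. The analysis was tested on simulated arrays with 5069 genes, of which 200 were changed at EC50: 213 genes were called in EC50 versus AC, 194 of the changed genes (97%) and 19 others, and with the mean of the 3 spots 195 were called, 187 of the changed genes (93.5%) and 8 others. In EC10 versus AC, where no gene was changed, limma called 0 genes with the spots kept apart and 1 with their mean, with 339 and 273 at an unadjusted p under 0.05. These arrays had the same correlation between spots for every gene, whereas the 25 data sets had a variance between arrays and between spots for each gene, and gave more calls. The simulated change was 2 log2 units, larger than most fold changes reported here, so that this gives no measure of how often smaller changes are found.

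The alternatives tried were the mean of the 3 spots, normexp offsets of 0 and 30, no background correction, the signals processed by Feature Extraction, median centring in place of loess, scaling of the log ratios between arrays, separate-channel models without and with the replicate number as a block, the dye as a term, the slide as a term, only the 4131 probes well above background in a channel on every array, outlier-marked spots kept, array weights, the deposited log2 values, an adjusted p threshold of 0.01, each array left out in turn, quantile normalisation between all channels for the intensities, and only the 4 arrays without AC pools. The array AC3_EC50-1 was alone on its slide, so that the slide as a term takes that array out of the contrasts. The median standard error of a log2 fold change against AC was 0.21, and the number of arrays limits the precision.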

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

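The tests on simulated unchanged treatments, without EC50-3_C4, with the dye as a term on the RNA of 1 of the pools and on the arrays that pair EC10 with EC50, and the comparison with the other pairs of arrays, were chosen only after the result was seen.

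A pair of pool values lay far from the other pools of their treatment. The log2 intensity of Fcc04065 was 14.54 in EC10-4 and between 14.09 and 14.16 in the other EC10 pools. That of Fcc04307 was 8.65 in EC10-4 and between 9.86 and 10.08 in the others. These were 2 of the 78 gene and treatment groups tested, and chance gives about 1 in 20. Both lie in the Cy5 channel of EC50-4_EC10-4, the array with the lowest array weight (0.547). No biological explanation was tested.

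The median of the Cy5 negative control spots was 173 on EC10-2_AC4 and between 153 and 161 on the other arrays, 1 of 9 array measures tested, where chance gives about 1 in 20. This array also had the largest share of spots well above background, and 432 of the 561 probes that were dim on every other array were above background there. Brighter labelling or scanning is argued against, since 1 array, EC10-3_EC50-2, had a higher median signal in both channels with a smaller share. Signal that does not come from matching transcripts stays open: 0% of the negative control spots were well above background in Cy5, but their median was the highest of the 7 arrays. Of the 432 probes, 274 were above background in both channels. This selection itself requires signal for both pools, so that their ratios are no separate test of RNA present in only 1 pool. Their log2 ratios had a median size of 0.21 (0.156 over the 432). Those of all genes had a median size of 0.142, with 1 in 10 genes above 0.450. With an offset of 0 these sizes were 0.32 for the 274 probes and 0.18 for all genes, with 1 in 10 above 0.55. The ratios of the 274 probes were shifted to one side, with a median of 0.21 towards Cy5, the AC4 pool, and 96.7% above 0, where all genes had a median of 0.013 and 52.7% above 0. More RNA in AC4 and unspecific Cy5 signal both stay open for this shift, untested. For the 158 probes above background in Cy5 only (36.6%), RNA present in only 1 pool cannot be told apart from a Cy3 signal too dim to show them. No biological explanation was tested. The array was the only one to pair EC10 with AC, and without it 85 genes were called in EC10 versus AC in place of 5, and 84 in EC50 versus AC in place of 30.

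EC50 differed from EC10 in Fcc00683, with a log2 fold change of -0.87 (standard error 0.15, adjusted p = 0.0291 by limma, 4 of 4 EC50 pools below every EC10 pool). It was the only gene called in the direct comparison, and the call was lost without EC10-3_EC50-2 (-0.62) and without EC50-4_EC10-4 (-0.81), with an adjusted p of 0.573 and 0.0756 and a range over all settings from 0.000225 to 0.999. Of 34 splits of the EC10 and EC50 pools that gave an estimate, the real one included here and below, 32 called at least as many genes, so that chance cannot be excluded. Simulated unchanged treatments gave a median of 73 calls (57 to 109) in this comparison. A difference across genes was also tested on the arrays EC10-3_EC50-2 and EC50-4_EC10-4, which share no pool and hold EC10 in opposite dyes. Their log ratios of EC50 over EC10 had a Spearman correlation of 0.141. The 16 pairs of arrays outside the 5 pairs compared for a shared change had a median size of 0.147. Most of these 16 pairs have a treatment in common, so that a treatment change could raise their size. The pairs with no treatment in common had sizes of 0.039, 0.107, 0.127 and 0.161. A difference between the concentrations therefore cannot be told apart from none and stays open.

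The paper does not report EC10 or EC50 against C. In EC10 versus C, limma called 153 genes, 97 higher and 56 lower at EC10, and in EC50 versus C 515 genes, 256 higher and 259 lower at EC50. At an unadjusted p under 0.05 there were 868 and 1204 genes. With the mean of the 3 spots, limma called 0 in each, with 518 and 859 at an unadjusted p under 0.05. Treating the spots of an array as replicates cannot raise the counts with their mean. Simulated unchanged treatments gave at most 283 and 288 genes in place of these 518 and 859. With the spots kept apart, they gave medians of 77 and 76 calls (51 to 116 and 52 to 96). The simulated genes were independent of each other, which can make these ranges too narrow. Of 35 splits of the pools, 4 and 2 gave as many genes at an unadjusted p under 0.05 with the spots kept apart. The excess therefore does not settle the cause. The C pools that both contrasts share are argued against as the whole cause of the correlation between them. It was 0.833 across genes and 0.591 in the simulations, where noise is independent between arrays and between genes. The shared C pools are also argued against by arrays with no common pool. These are C2_EC10-1 and EC50-3_C4: their log ratios over C had a Spearman correlation of 0.533 across genes, above the sizes of the 16 pairs of arrays outside the 5 pairs compared for a shared change (0.0138 to 0.460). They hold C in opposite dyes, which argues against dye bias. With the dye as a term, 602 genes were called in EC50 versus C. Probe GC content is argued against by a correlation of 0.0765 with the EC50 versus C fold change.

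Dependence on a single array differed between these contrasts. Without EC50-3_C4, which holds no EC10 pool, 32 genes were called in EC10 versus C, between the 6 of EC10 versus AC and the 50 of EC50 versus AC in the same fit, so that it cannot be told whether this 1 array carries the excess of calls. In EC50 versus C 122 genes were called without it, above those 50. The highest counts were 330 without EC50-4_EC10-4 in EC10 versus C and 723 without AC3_EC50-1 in EC50 versus C. Of 35 splits of the pools, 6 called as many genes as EC10 versus C and 2, the real one and 1 other, as many as EC50 versus C, so that chance cannot be excluded for either.

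AC departed from C in the same direction as EC10 and EC50. The fold changes of AC versus C had a Spearman correlation across genes of 0.68 with EC10 versus C and 0.73 with EC50 versus C, where the simulations gave medians of 0.484 and 0.479 and at most 0.501 and 0.512. Noise is independent between arrays and between genes in the simulations, whereas arrays in those 16 pairs correlated by up to 0.460 in size. Over single arrays against C, with no common pool, the correlation was 0.533 for EC10 with EC50. It was 0.134 and 0.239 for the pairs with AC, within the sizes of those 16 pairs (median 0.147). Those with no treatment in common had sizes from 0.039 to 0.161, so that 0.239 lay above them and 0.134 did not. For AC, the C pools that all comparisons share are therefore argued against by the simulations. The single arrays do not settle this, and the shared C pools cannot be told apart from a shared change. Effects of acetone and of 2-phenylethyl ITC are not separated by comparisons with C, and both stay open, untested.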

How the results depend on the processing

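All alternatives were set before the data were examined, apart from the normexp offset of 30 and the 4 arrays without AC pools, which were chosen after seeing the data. Counts are of genes called by limma, and the cause was not tested for any change in a count except where stated. Over 49 fold changes of genes in Table 3 or chosen by the stated rule, and all alternatives but the 4 arrays without AC pools and the quantile normalisation of intensities, 884 values kept their direction and their side of the threshold, 83 gained a call, 159 lost it and 1 reversed. Of the 20 called with all arrays, 7 were still called at an adjusted p under 0.01. The reversed value was that of Fcc03602 in EC10 versus AC, -0.042 with separate channels and the replicate number as a block, in place of 0.62.

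With the mean of the 3 spots, the count was 0 in AC versus C, EC10 versus AC, EC50 versus AC, EC50 versus EC10, EC10 versus C and EC50 versus C, 0 in both lists against AC, 0 in AC versus C and a list against AC, and 0 for Table 3. At an unadjusted p under 0.05 there were 476, 200, 256, 169, 518 and 859 genes in the 6 contrasts. With this mean, the smallest adjusted p of any gene by limma was 0.999 in EC10 versus AC, 0.938 in EC50 versus AC and 0.998 in EC50 versus EC10. Every gene therefore has an upper end of at least this size over all settings. This setting has 1 value per array and 4 residual degrees of freedom. The paper's methods also describe a single data point per array, but name the consensus correlation for it and not a mean of the spots. With median centring, the counts in the same order were 1, 0, 3, 0, 3 and 0, with 0 in both lists, 0 in AC versus C and a list against AC, and 1 for Table 3, and 218, 231, 469, 54, 262 and 587 genes at an unadjusted p under 0.05. With separate channels, they were 17, 0, 0, 0, 1 and 115, with 0, 0 and 0 for the overlaps and Table 3, and 553, 157, 397, 114, 670 and 978 genes at an unadjusted p under 0.05. With separate channels and the replicate block, they were 3, 0, 0, 0, 0 and 2, with 0, 0 and 0, and 615, 70, 297, 115, 598 and 926. The replicate numbers do not pair the pools: of 18 pairs of pools with the same number on different arrays, 1 correlated above 0.1, with a range from -0.439 to 0.114.

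With arrays scaled to a common spread, there were 98 genes in EC10 versus AC (83 higher, 15 lower) and 78 in EC50 versus AC (54 higher, 24 lower). In EC50 versus EC10 there were 0, with 248 at an unadjusted p under 0.05, and in EC50 versus C 293. The mean of the spots, with 0 in EC50 versus EC10, was taken on unscaled arrays only. Scaled arrays gave 50 in both lists against AC, 10 in AC versus C and a list against AC, and 17 for Table 3. With the signals processed by Feature Extraction, there were 137 in AC versus C, 13 in EC10 versus AC, 58 in EC50 versus AC, 236 in EC10 versus C, 10 and 5 in the overlaps and 12 for Table 3. With an adjusted p under 0.01, there were 29 in AC versus C, 0 in EC10 versus AC (384 at an unadjusted p under 0.05, and 0 with the mean of the spots), 11 in EC50 versus AC, 0 in EC50 versus EC10 (334, and 0), 43 in EC10 versus C, 178 in EC50 versus C, 0 and 0 in the overlaps and 3 for Table 3, as a stricter threshold makes fewer calls by construction. With array weights, there were 36 in EC10 versus AC, 2 in EC50 versus EC10, 260 in EC10 versus C, and 12 and 5 in the overlaps. With the slide as a term, which takes AC3_EC50-1 out of the contrasts, there were 1 in EC10 versus AC, 64 in EC50 versus EC10, 320 in EC10 versus C, 794 in EC50 versus C, 1 and 5 in the overlaps and 3 for Table 3.

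With the dye as a term, there were 23 in EC10 versus AC, 58 in EC50 versus AC, 15 in both lists and 11 for Table 3. With dim probes left out, which tests 4131 probes in place of 5069, there were 130 in AC versus C, 60 in EC50 versus AC, 2 in EC50 versus EC10 and 6 in both lists. Without background correction, there were 2 in EC50 versus EC10 and 5 in both lists. An offset of 0 gave 9 in EC10 versus AC and 5 in both lists. Keeping outlier-marked spots gave 46 in EC50 versus AC and 5 in both lists. The deposited log2 values gave every count within 1.5 times that of the scanner values (110, 6, 35, 1, 177 and 535 in the 6 contrasts), and the offset of 30 gave 87, 5, 28, 1, 154 and 490. The 4 arrays without AC pools gave 172 genes in EC10 versus C (77 higher, 95 lower) and 682 in EC50 versus C (348 higher, 334 lower).

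With each array left out in turn, the counts ranged from 39 (without EC50-3_C4) to 215 (without EC50-4_EC10-4) in AC versus C, from 0 (without AC3_EC50-1, with 312 at an unadjusted p under 0.05 and 0 with the mean of the spots of all arrays) to 85 (without EC10-2_AC4) in EC10 versus AC, and from 20 (without AC3_EC50-1) to 97 (without EC50-4_EC10-4) in EC50 versus AC. They ranged from 1 to 30 (without AC3_EC50-1) in EC50 versus EC10, from 32 (without EC50-3_C4) to 330 (without EC50-4_EC10-4) in EC10 versus C, and from 122 (without EC50-3_C4) to 723 (without AC3_EC50-1) in EC50 versus C. Both lists against AC shared 0 (without AC3_EC50-1) to 51 (without EC10-2_AC4), AC versus C and a list against AC shared 1 to 25 (without AC2_C3), and for Table 3 the range was 1 (without AC3_EC50-1) to 16 (without EC50-4_EC10-4). Of the 30 genes called in EC50 versus AC with all arrays, 1 was still called without AC3_EC50-1, and 30 without EC50-4_EC10-4. Of the 5 in EC10 versus AC, 0 were still called without AC3_EC50-1 and 2 without EC10-2_AC4. The Spearman correlation across genes of EC10 versus AC and EC50 versus AC was 0.581, 0.596 with dim probes left out, and between 0.447 (without C2_EC10-1) and 0.719 (without AC3_EC50-1) with 1 array left out.

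The signal over background limits what was tested: of 5069 probes, 4131 were well above background in a channel on every array, and none of the genes of Table 3 or chosen by the stated rule was dim or saturated in any pool. The number of arrays limits the precision of every fold change.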

Differences from the paper's values

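The tests on the paper's lists under each setting, the offset of 30 and the directions of the list for AC versus C were chosen only after the result was seen. The paper's counts include the array of C1 with AC1, which was not analysed here, and come from an earlier version of limma, and neither was tested. The paper's methods also describe a single data point per array by the consensus correlation, which was used here with the spots kept apart. The mean of the 3 spots, which the paper does not name, called 0 genes by limma in every contrast. With it, 476, 200 and 256 genes had an unadjusted p under 0.05 in AC versus C, EC10 versus AC and EC50 versus AC. In AC versus C, 80 genes were called, and the paper's count is 130. Of the alternatives set before the data were examined, the count was within 1.5 times the paper's with a normexp offset of 0 (116), the signals processed by Feature Extraction (137), the dye as a term (87), the slide as a term (97), dim probes left out (130), outlier-marked spots kept (99), the deposited log2 values (110) and without C2_EC10-1 (94), AC2_C3 (116) or EC10-2_AC4 (89), and it was not under the others. The genes called were mostly higher in AC, 59 higher and 21 lower, and the paper's list is mostly lower, 55 higher and 75 lower. As sets the listed genes had the paper's direction here. The median log2 fold change was 0.67 for the 55 and -0.60 for the 75. The number of lower genes came within 1.5 times the paper's with the signals processed by Feature Extraction (51) and without AC2_C3 (67) or EC50-4_EC10-4 (77), and did not under the other alternatives set before the data were examined.

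In EC10 versus AC, 5 genes were called, 4 higher and 1 lower, and the paper's counts are 75, 65 higher and 10 lower. The total came within 1.5 times the paper's with arrays scaled to a common spread (98) and without C2_EC10-1 (58), AC2_C3 (77) or EC10-2_AC4 (85). The number of higher genes did so with scaled arrays and without C2_EC10-1 or AC2_C3, and the number of lower genes with scaled arrays and with array weights. The other alternatives set before the data were examined did not reach the paper's counts.

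In EC50 versus AC, 30 genes were called, 17 higher and 13 lower, and the paper's counts are 107, 64 higher and 43 lower. Scaled arrays (78) and leaving out AC2_C3 (81), EC10-2_AC4 (84) or EC50-4_EC10-4 (97) brought the total within 1.5 times the paper's. For the higher genes this held with scaled arrays and without AC2_C3 or EC50-4_EC10-4, and for the lower genes without AC2_C3, EC10-2_AC4 or EC50-4_EC10-4. It did not hold under the other alternatives set before the data were examined. In both lists against AC, 3 genes were called, and the paper's count is 46. Scaled arrays (50) and leaving out AC2_C3 (47) or EC10-2_AC4 (51) came within 1.5 times the paper's, and the other alternatives set before the data were examined did not. The offset of 30, chosen after seeing the values, gave 87 in AC versus C, 5 in EC10 versus AC and 28 in EC50 versus AC.

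For the 38 fold changes of Table 3, all 38 had the paper's sign, 32 were closer to 0 than the paper's, and 7 differed from the paper's by more than the standard error. The error was that of each setting, so that a wider error can bring an unchanged value within it. With the mean of the 3 spots, 32 of the 38 values were also closer to 0 than the paper's. Fcc01007 rose by 0.75 on the log2 scale at EC10 and the paper's value is 0.99. Fcc02959 rose by 0.84 at EC10 and by 1.03 at EC50 and the paper's values are 1.08 and 1.27. Fcc00529 rose by 0.94 at EC10 and by 1.06 at EC50 and the paper's values are 1.19 and 1.31. Fcc02155 rose by 0.75 at EC50 and the paper's value is 1.00. Fcc04065 changed by -0.48 at EC50 and the paper's value is -0.72. Of the alternatives set before the data were examined, median centring, scaled arrays and leaving out AC2_C3 came within the error for Fcc01007 and for both values of Fcc02959 and of Fcc00529. Leaving out C2_EC10-1 did so for these 3 genes at EC10. Leaving out EC10-2_AC4 and taking the mean of the 3 spots did so for Fcc01007 and both values of Fcc02959, separate channels for Fcc01007, and leaving out EC10-3_EC50-2 or EC50-3_C4 for Fcc02959 at EC50. Fcc02155 came within the error with the mean of the 3 spots, an offset of 0, the signals processed by Feature Extraction, median centring, the deposited log2 values and without AC2_C3, EC10-3_EC50-2 or EC50-3_C4. Fcc04065 did so with separate channels with or without the replicate block, the slide as a term and without AC3_EC50-1. The other alternatives set before the data were examined did not come within the error for these values. Of all 38 values, 7 differed by more than the error in the main fit and 16 without EC10-2_AC4. The settings that brought Fcc04065 within the error left more values outside it. These were 22 with separate channels, 27 with the replicate block, 22 with the slide as a term and 21 without AC3_EC50-1. Fewer differed with scaled arrays (3), the mean of the 3 spots (3), the deposited log2 values (6) and without AC2_C3 (5). Between 7 and 9 differed with the other settings named.

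Of these 38 changes, which the paper gives as differentially expressed, 9 were called. Of the 29 others, 25 were called under at least 1 other setting and 4 under none (Fcc00142, Fcc00057, Fcc05611 and Fcc04065 at EC50). Scaled arrays called 16 of the 29, leaving out AC2_C3 13, leaving out EC50-4_EC10-4 10, leaving out C2_EC10-1 7, the signals processed by Feature Extraction 6, the dye as a term 6 and leaving out EC10-2_AC4 5. Dim probes left out and outlier-marked spots kept called 3 each, and an offset of 0, no background correction, array weights, the deposited log2 values and leaving out EC10-3_EC50-2 or EC50-3_C4 called 2 each. The slide as a term and leaving out AC3_EC50-1 called 1 each, Fcc03280. By gene, scaled arrays called Fcc00050, Fcc01007, Fcc02959, Fcc06054, Fcc03602, Fcc03847, Fcc00494, Fcc03623, Fcc02522 and Fcc03673 at EC10 and Fcc00494, Fcc05973, Fcc04789, Fcc02499, Fcc02522 and Fcc03584 at EC50. The dye as a term or leaving out EC10-2_AC4 called Fcc04835 and Fcc03980 at EC10, leaving out C2_EC10-1 Fcc00558 at EC10, leaving out EC10-3_EC50-2 Fcc06054 at EC50, leaving out AC2_C3 Fcc02155 at EC50, and leaving out EC10-2_AC4 or EC50-4_EC10-4 Fcc04663, Fcc00022 and Fcc03188 at EC50.

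Of the genes in the paper's full lists, 30 of 130 were called in AC versus C, 5 of 75 in EC10 versus AC and 28 of 107 in EC50 versus AC. A further 54, 68 and 69 were called under at least 1 other setting, and 46, 2 and 10 under none. In AC versus C, 50 of the 55 listed as higher and 66 of the 75 listed as lower had an unadjusted p under 0.05. Against AC these were 65 of 65 and 10 of 10 at EC10, and 62 of 64 and 43 of 43 at EC50. The paper chose these genes on mostly the same samples, so that this is not independent evidence. Scaled arrays called 32, 67 and 64, the signals processed by Feature Extraction 50, 13 and 49, the dye as a term 32, 23 and 49, dim probes left out 51, 7 and 53, outlier-marked spots kept 40, 6 and 41, an offset of 0 44, 9 and 32, no background correction 33, 6 and 37, array weights 29, 29 and 23, the deposited log2 values 43, 6 and 32, the slide as a term 29, 0 and 7, and separate channels 10, 0 and 0. Without C2_EC10-1 the numbers were 28, 33 and 34, without AC2_C3 30, 34 and 47, without AC3_EC50-1 24, 0 and 5, without EC10-2_AC4 34, 17 and 47, without EC10-3_EC50-2 27, 4 and 37, without EC50-3_C4 19, 5 and 30, and without EC50-4_EC10-4 74, 27 and 71. The mean of the 3 spots called 0, 0 and 0, median centring 1, 0 and 3, and separate channels with the replicate block 3, 0 and 0. The offset of 30, chosen after seeing the values, gave 33, 5 and 26. Where the count is 0, the calls are by limma. At an unadjusted p under 0.05 over all genes, separate channels gave 157 in EC10 versus AC and 397 in EC50 versus AC. With the replicate block these were 70 and 297. Median centring gave 231 in EC10 versus AC. The mean of the 3 spots gave 476, 200 and 256 in AC versus C, EC10 versus AC and EC50 versus AC. Without AC3_EC50-1, the array that the slide as a term takes out, there were 312 in EC10 versus AC.

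The paper states that Fcc03188 was changed at the EC50 and not at the EC10. In EC50 versus AC its adjusted p was 0.168, and in the direct test of EC50 versus EC10 the log2 fold change was -0.38 (adjusted p = 0.80 by limma). In the latter test, limma called 0 of the 29 genes that the paper places at the EC10 only and 0 of the 61 at the EC50 only, with 10 and 31 at an unadjusted p under 0.05 and 0 of all genes called with the mean of the 3 spots.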

Other observations

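The tests on simulated unchanged treatments and on the lists of the paper over arrays without AC pools, and the comparison with other pairs of arrays, were chosen only after the result was seen.

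In all 6 contrasts, genes were called with the 3 spots of a probe kept apart and 0 by limma with their mean, where the unadjusted p was under 0.05 for 476 genes in AC versus C, 200 in EC10 versus AC and 256 in EC50 versus AC. Spots of an array counted as replicates are a candidate explanation for the calls in EC10 versus AC and EC50 versus AC, since simulated unchanged treatments gave medians of 81 and 75 calls with the spots kept apart (53 to 104 and 54 to 107), more than the 5 and 30 observed. For AC versus C the simulated median was also 81, close to the 80 observed, but the 476 genes with the mean of the spots lay above the simulated maximum of 295, so that this explanation cannot be told apart from a difference between AC and C. Of 10 splits of the AC and C pools, the real one included here and below, 3 called as many genes, and this number of splits cannot give a share under 0.1, so that chance cannot be excluded. Of 35 splits each, 29 called as many genes as EC10 versus AC and 25 as many as EC50 versus AC, so that chance cannot be excluded there either.

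The fold changes of EC10 versus AC and EC50 versus AC correlated across genes at 0.581, and the AC pools that both share are a candidate explanation, since the simulations gave a median of 0.591. A change shared by EC10 and EC50 in separate pools was tested on the arrays EC10-2_AC4 and AC3_EC50-1, which share no pool. Their log ratios over AC had a Spearman correlation of 0.133. The 16 pairs of arrays outside the 5 pairs compared for a shared change had a median size of 0.147. Most of these 16 pairs have a treatment in common, and those with none had sizes of 0.039, 0.107, 0.127 and 0.161. A shared change therefore cannot be told apart from none. Of the 75 genes furthest up the ranking of EC10 versus AC and the 107 of EC50 versus AC, 36 were shared, with a simulated median of 30 (22 to 39), and 1 of 25 simulations gave as many.

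The genes that the paper lists as changed against AC were followed in EC10 versus C and EC50 versus C over the 4 arrays without AC pools. They were chosen by the paper on these samples. For the 65 listed as higher at EC10, the median log2 fold change was 0.75 against AC and 0.32 against C, with 58 of 65 positive. For the 64 listed as higher at EC50, it was 0.71 against AC and 0.41 against C, with 57 of 64 positive. AC pools lower than the rest may account for part of these rises, and the values lie between none and all of the rise, so that this cannot be told apart from a change at EC10 and EC50. For the 43 listed as lower at EC50, the median was -1.17 against AC and -1.12 against C, which argues against AC pools higher than the rest. For the 10 listed as lower at EC10, it was -1.28 and -1.35. In the same 4 arrays, 172 genes were called by limma in EC10 versus C and 682 in EC50 versus C.

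The paper's lists for AC versus C and for the treatments against AC share 25 genes, and all 25 have opposite directions in the 2 lists. From the intensities, 2 genes were called in AC versus C and against AC, Fcc00464 and Fcc06068, named after their values were seen, both in opposite directions. The simulations gave a median of 31 such genes, 30 of them in opposite directions, and AC enters the contrasts with opposite signs. With each array left out in turn, the count ranged from 1 to 25, the latter without AC2_C3.

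For the genes that the paper lists, the log2 fold changes correlated with the paper's at 0.963 in AC versus C, 0.992 in EC10 versus AC and 0.992 in EC50 versus AC (Pearson, across genes, which are not independent replicates), with slopes of 0.907, 0.870 and 0.889.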
